# DENDRO: genetic heterogeneity profiling and subclone detection by single-cell RNA sequencing

**DOI:** 10.1186/s13059-019-1922-x

**Published:** 2020-01-14

**Authors:** Zilu Zhou, Bihui Xu, Andy Minn, Nancy R. Zhang

**Keywords:** Single-cell RNA sequencing, Intratumor heterogeneity, Cancer genomics, Phylogeny inference, Multi-omics analysis

## Abstract

Although scRNA-seq is now ubiquitously adopted in studies of intratumor heterogeneity, detection of somatic mutations and inference of clonal membership from scRNA-seq is currently unreliable. We propose DENDRO, an analysis method for scRNA-seq data that clusters single cells into genetically distinct subclones and reconstructs the phylogenetic tree relating the subclones. DENDRO utilizes transcribed point mutations and accounts for technical noise and expression stochasticity. We benchmark DENDRO and demonstrate its application on simulation data and real data from three cancer types. In particular, on a mouse melanoma model in response to immunotherapy, DENDRO delineates the role of neoantigens in treatment response.

## Background

DNA alterations, especially single nucleotide alteration (SNA), and epigenetic modulation both contribute to intratumor heterogeneity [1], which mediates tumor initiation, progression, metastasis, and relapse [2, 3]. Intratumor genetic and transcriptomic variation underlie patients’ response to treatment, as natural selection can lead to the emergence of subclones that are drug resistant [4]. Thus, identifying subclonal DNA alterations and assessing their impact on intratumor transcriptional dynamics can elucidate the mechanisms of tumor evolution and, further, uncover potential targets for therapy. To characterize intratumor genetic heterogeneity, most prior studies have used bulk tumor DNA sequencing [5–12], but these approaches have limited resolution and power [13].

Breakthroughs in single-cell genomics promise to reshape cancer research by allowing comprehensive cell type classification and rare subclone identification. For example, in breast cancer, single-cell DNA sequencing (scDNA-seq) was used to distinguish normal cells from malignant cells, the latter of which were further classified into subclones [14–16]. For the profiling of intratumor transcriptional heterogeneity, single-cell RNA sequencing (scRNA-seq), such as Smart-seq2 [17], Drop-seq [18], and 10X Genomics Chromium™, is now ubiquitously adopted in ongoing and planned cancer studies. ScRNA-seq studies have already led to novel insights into cancer progression and metastasis, as well as into tumor prognosis and treatment response, especially response variability in immune checkpoint blockade (ICB) [19–26]. Characterization of intratumor genetic heterogeneity and identification of subclones using scRNA-seq is challenging, as SNAs derived from scRNA-seq reads are extremely noisy and most studies have relied on the detection of chromosome-level copy number aberrations through smoothed gene expression profiles. Yet, as intratumor transcriptomic variation is partially driven by intratumor genetic variation, the classification of cells into subclones and the characterization of each subclone’s genetic alterations should ideally be an integral step in any scRNA-seq analysis.

The appeal of subclone identification in scRNA-seq data is compounded by the shortage of technology for sequencing the DNA and RNA molecules in the *same* cell with acceptable accuracy, throughput, and cost [27–30]. Although one can apply both scDNA-seq and scRNA-seq to a given cell population, the mutation analysis and RNA quantification cannot be conducted in the same set of cells. Although there are now technologies for deep targeted sequencing of select transcripts matched with same-cell whole transcriptome sequencing [31, 32], these methods are still, in effect, profiling DNA-level variation by sequencing expressed transcripts, and are thus subject to the technical issues, especially dropout due to transcriptional stochasticity.

Subclone detection using scRNA-seq is difficult mainly because only a small portion of the SNAs of each cell is expected to be seen in the read output of scRNA-seq. This is because to be sequenced, an SNA needs to fall in a transcribed region of the genome, at a location within the transcript that will eventually be read by the chosen sequencing protocol. Even for SNAs that satisfy these requirements, the mutated allele is often missing in the read output due to *dropout*, especially in the heterozygous case. This is due, in part, to the bursty nature of gene transcription in single cells [33–35], where in any given cell, a substantial fraction of the genes are only expressed from one of the alleles. Thus, an SNA residing in a gene that is expressed at the bulk tissue level may not be observed in a particular cell, simply because the mutated allele, by chance, is not expressed in the given cell. We refer to alleles that are not captured due to expression stochasticity as *biological dropouts*. Even for a mutated allele that is expressed, it has to be successfully converted to cDNA and then sequenced to be represented in the final read output; we refer to alleles lost due to technical reasons as *technical dropouts*. In addition to dropout events, post-transcriptional modification, such as RNA editing, and sequencing errors impede both the sensitivity and the specificity of SNA discovery. As a result, methods developed for single-cell SNA detection using scDNA-seq, such as Monovar [36], as well as methods designed for SNA detection in bulk DNA or RNA sequencing data do not yield accurate results in the scRNA-seq setting [37–42].

Here we present a new statistical and computational framework—*D*NA based *E*volution*N*ary tree pre*D*iction by sc*R*NA-seq techn*O*logy (DENDRO)—that reconstructs the phylogenetic tree for cells sequenced by scRNA-seq based on genetic divergence calculated from DNA-level mutations. DENDRO assigns each cell to a leaf in the tree representing a subclone and, for each subclone, infers its mutation profile. DENDRO can detect genetically divergent subclones by addressing challenges unique to scRNA-seq, including transcriptional variation and technical noise. A DENDRO clustering of scRNA-seq data allows joint genetic and transcriptomic analysis on the same set of cells.

We evaluate DENDRO against existing approaches, through simulation data sets and a metastasized renal cell carcinoma dataset with known subpopulation labels, and show that DENDRO improved the accuracy of subclone detection. We then demonstrate the DENDRO to biological discovery through two applications. The first application profiles the treatment response in a melanoma model to immune checkpoint blockade therapy. DENDRO identified a subclone that contracted consistently in response to ICB therapy, and revealed that the contraction was driven by the high mutation burden and increased availability of predicted neoantigens. Transcriptional divergence between the subclones in this model was very weak, and thus, the neoantigen-driven subclonal dynamics would not have been detected without extracting DNA-level information. In the second application to a breast tumor dataset, DENDRO detected subclones and allowed for the joint characterization of transcriptomic and genetic divergence between cells in lymph node metastasis and cells in primary resections.

The DENDRO package, implemented in R, is available at https://github.com/zhouzilu/DENDRO, where we also provide a power calculation toolkit, DENDROplan, to aid in the design of scRNA-seq experiments for subclonal mutation analysis using DENDRO.

## Results

### Method overview

#### Overview of the DENDRO model and pipeline

Figure 1a shows an overview of DENDRO’s analysis pipeline. Per cell counts of total read coverage (*N* matrix) and mutation allele read coverage (*X* matrix) at SNA locations are extracted after read alignment and SNA detection (details in the “Methods” section, Additional file 1: Figure S1). Based on these matrices, DENDRO then computes a cell-to-cell genetic divergence matrix, where entry (*c*, *c*’) of the matrix is a measure of the genetic divergence between cells *c* and *c*’. Details of this genetic divergence evaluation will be given in the next section. DENDRO then clusters the cells into genetically distinct subclones based on this pairwise divergence matrix and selects the number of subclones based on inspection of the intra-cluster divergence curve. Reads from the same subclone are then pooled together, and the SNA profile for each subclone is re-estimated based on the pooled reads, which improves upon the previous SNA profiles computed at the single-cell level. Finally, DENDRO generates a parsimony tree using the subclone-level mutation profiles to more accurately reflect the evolutionary relationship between the subclones.

**Fig. 1:**
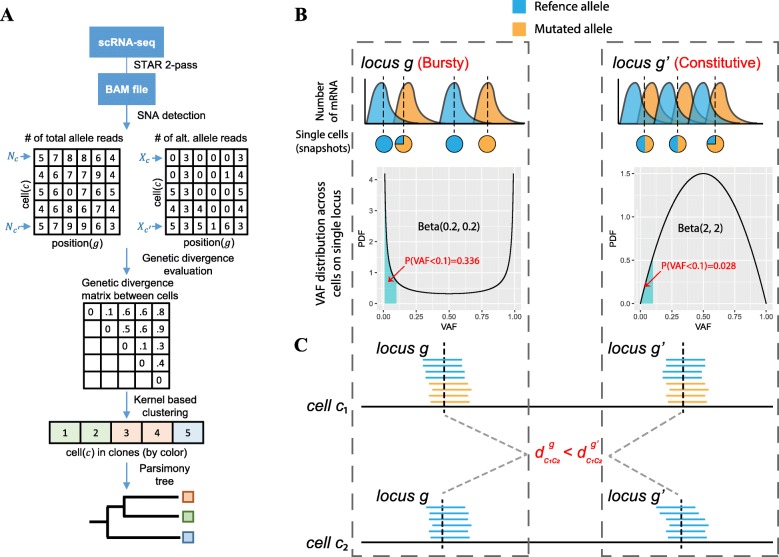
DENDRO analysis pipeline and genetic divergence evaluation. **a** DENDRO analysis pipeline overview. **b**, **c** Statistical model for genetic divergence evaluation function. **b** (top) Cell-level snapshots of the variant allele frequency (VAF) profiles for two genes with underlying differences in expression dynamics are shown. Gene *g* is a bursty gene and *g*′ is a constitutive gene. (bottom) The stochasticity of gene expression is captured by the VAF distribution across all cells. **c** Although the observed read counts from two potential cells (*c*_1_ and *c*_2_) in the population are identical between the two loci, the genetic divergence computed from gene *g* is less than that computed from gene *g*′ due to differences in transcriptional burstiness. DENDRO accounts for the full distribution of frequency profiles across cells when estimating the genetic divergence relationship between the two loci of these two cells

#### Genetic divergence evaluation

Due to the high rates of biological and technical dropout, SNA detection within each individual cell lacks sensitivity. We also expect low specificity due to the high base error rate in scRNA-seq protocols. Thus, simple distance measures such as the Hamming or Euclidean distances evaluated on the raw SNA genotype matrix or the raw allele frequency matrix do not accurately reflect the genetic divergence between cells.

To more accurately estimate the cell-to-cell genetic divergence, we have developed a statistical model that accounts for technical dropout, sequencing error, and expression stochasticity. Consider two cells, *c* and *c*’, and let *I*_*c*_ and *I*_*c*′_ index the clonal group to which the cells belong. That is, *I*_*c*_ = *I*_*c*′_ if cells *c* and *c*’ come from the same subclone and thus share the same SNA profile. Let *X*_*c*_ = (*X*_*c*1_, …, *X*_*cm*_) be the mutation allele read counts for this cell at the *m* SNA sites profiled, and *N*_*c*_ = (*N*_*c*1_, …, *N*_*cm*_) be the total read counts at these sites. We define the genetic divergence between the two cells as

$$ {d}_{cc\prime }=-\log P\left({X}_c,{X}_{c^{\prime }}|{N}_c,{N}_{c^{\prime }},{I}_c={I}_{c^{\prime }}\right)=\sum \limits_{g=1}^m{d}_{cc\prime}^g $$

where $$ {d}_{c{c}^{\prime}}^g=-\log P\left({X}_{cg},{X}_{c^{\prime }g}|{N}_{cg},{N}_{c^{\prime }g},{I}_c={I}_{c^{\prime }}\right) $$.

In other words, $$ {d}_{c{c}^{\prime }} $$ is the negative log likelihood of the mutation allele counts of cells *c* and *c*′, given the total read counts and the event that the two cells belong to the same subclone. If *c* and *c*′ have mutations in mismatched positions, this likelihood for *X*_*c*_, *X*_*c*′_ conditioned on $$ {I}_c={I}_{c^{\prime }} $$ would be small, giving a large value for $$ {d}_{c{c}^{\prime }} $$. By the assumption of independence between sites, $$ {d}_{c{c}^{\prime }} $$ is the sum of $$ {d}_{c{c}^{\prime}}^g $$, where $$ {d}_{c{c}^{\prime}}^g $$ is the contribution of mutation site *g* to the divergence measure. In characterizing the conditional distribution for *X*_*cg*_ and $$ {X}_{c^{\prime }g} $$, we use a beta-binomial distribution to model expression stochasticity and a binomial model to capture sequencing errors and rare RNA editing events. Referring to Fig. 1b, mutations residing in bursty genes, such as gene *g*, would tend to have U-shaped allele frequency distributions and are more likely to be “dropped” due to low or zero expression. In contrary, mutations residing in constitutive (non-bursty) genes, such as gene *g*′ in Fig. 1b, would have bell-shaped allele frequency distributions and can be genotyped more reliably. Thus, even if the read counts for the mutation loci residing in genes *g* and *g*′ are identical across two cells (*c*_1_ and *c*_2_ in Fig. 1c), the locus in *g*′ would contribute a higher value, compared to the locus in *g*, to the divergence between cells *c*_1_ and *c*_2_. Please see the “Methods” section for details.

### Accuracy assessment

#### Accuracy assessment by simulation experiment

First, we designed a simulation procedure to assess the accuracy of DENDRO versus existing approaches and to make realistic power projections for subclone detection (Fig. 2a). Since DENDRO is currently the only method for SNA-based subclone detection using scRNA-seq data alone, we benchmarked against more straightforward approaches such as hierarchical clustering based on mutation allele frequencies and genotypes respectively. The simulation procedure starts with an assumed evolutionary tree, where the leaves are subclones and mutations can be placed on the branches. In the absence of prior information, a simple tree structure is used, such as the one shown in Fig. 2a. Parameters of simulation are (1) total number of mutations, (2) total number of cells, (3) the proportion of cells in each clade, (4) the proportion of mutations along each branch, and (5) mean read coverage across loci. Some of these parameters can be determined using bulk DNA-seq and/or bulk RNA-seq data if available (the “Methods” section). Parameters (1–4) determine the mutation profile matrix (Fig. 2a). To get the matrix of alternative allele (*X*_*cg*_) and total read counts (*N*_*cg*_) for each mutation loci in each cell, we overlay a reference scRNA-seq data with allele-specific read counts onto a designed mutation matrix, which is generated from the simulated tree (see the “Methods” section for details). This allows the simulated datasets to retain the expression stochasticity and sequencing error of real scRNA-seq data. DENDRO is then applied to the read count matrices to obtain the subclone clusters, which is then compared with the known labels. Accuracy is evaluated by three metrics: adjusted Rand index, capture rate, and purity (Additional file 2: Supplementary Materials). Such simulation procedure can also facilitate experiment design, as it predicts the expected clustering accuracy by DENDRO given sequencing parameters and available bulk data for the tumor (see DENDROplan in the “Methods” section).

**Fig. 2:**
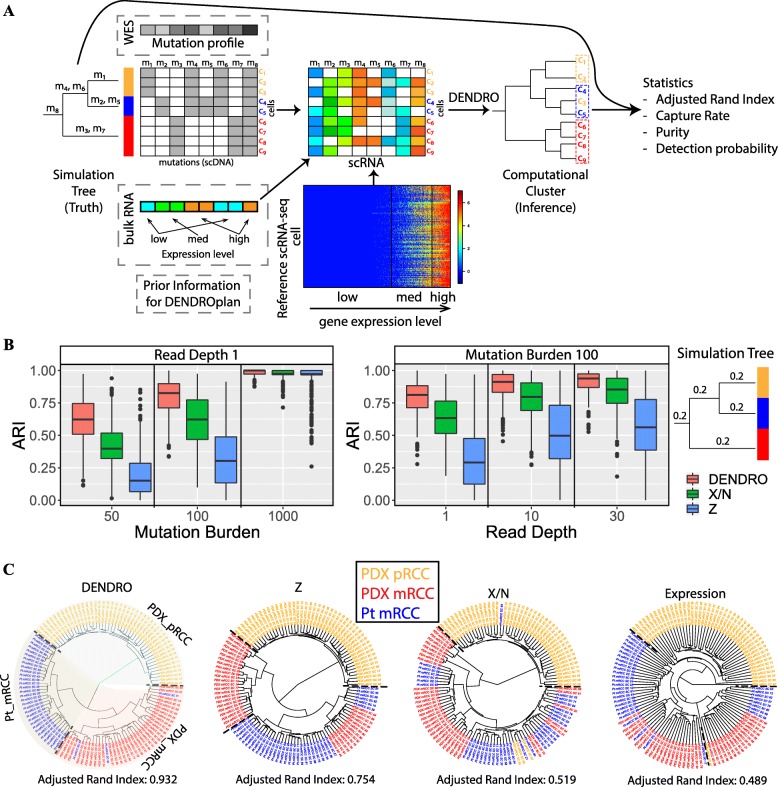
DENDRO accuracy assessment. **a** The overall simulation analysis pipeline. Mutation matrix (cell-by-loci) is generated according to a simulated evolutionary tree, where the leaves are subclones and mutations can be placed on the branches. Matrices of alternative allele (*X*_*cg*_) and total read counts (*N*_*cg*_) are sampled from a scRNA-seq dataset with known transcriptomic allele-specific read counts. DENDRO cluster is further applied, and its performance is assessed by adjusted Rand index (global accuracy), capture rate (subclone-specific sensitivity), and purity (subclone-specific precision). See Additional file 2: Supplementary Materials for detailed definition. Gray dashed line indicates optional input for DENDROplan, where bulk DNA-seq and bulk RNA-seq can guide the tree simulation and read count sampling procedure. **b** Cluster accuracy via simulation studies. Various parameters show effects on cluster accuracy (measured by adjusted Rand index) based on tree structure on the most right. Left panel: effect of mutation burden on fixed read depth. Right panel: effect of read depth on fixed mutation burden. **c** Evaluation of DENDRO on a renal cell carcinoma and its metastasis. (Left to right) (1) DENDRO clustering result from primary and metastatic renal cell carcinoma dataset. Background colors represent DEDRO clustering result. (2) Clustering of the same dataset using *Z* matrix (indicator matrix, *Z*_*ij*_ = 1 when detected a mutation for cell *i* at locus *j* by GATK tool). (3) Clustering of the same dataset using $$ \frac{X}{N} $$ matrix (mutation allele frequency matrix). (4) Clustering of the same dataset using expression (log(*TPM* + 1))

Using the above framework, we conducted a systematic evaluation of DENDRO’s subclone detection accuracy on an example scRNA-seq dataset with allelic information [43]. The results, compiled in Fig. 2b, show that DENDRO has better performance than simply clustering on mutation allele frequencies or the directly estimated mutation profiles from scRNA-seq data. Due to high burstness of the scRNA-seq dataset and limited sequencing depth, we found that Z-matrix, on average, underperformed in all scenario, indicating the necessity of the DENDRO framework. We also quantified how accuracy depends on the mutation burden, mutation read depth, mutation distribution, subclone cell proportion, and cell populations (Additional file 1: Figure S3 and Additional file 2: Supplementary Materials). Even when there are only 100 mutations with relatively low average coverage (read depth equals to 1), DENDRO can still extract meaningful clustering results (average ARI≈ 0.8). More importantly, variation in total expression of genes does not influence DENDRO’s divergence measure. DENDRO shows consistent results in simulation analysis between populations of single cell type and multiple cell types (Additional file 1: Figure S3). This is due to DENDRO’s reliance only on the distribution of the mutation allele frequency conditioned on the total read coverage, as illustrated by the simulation study (Additional file 1: Figure S2 and Additional file 2: Supplementary Materials). The divergence evaluation reflects solely genetic distance not transcriptomic difference, allowing for easy interpretation. A more extensive simulation analysis can be found in the Additional file 2: Supplementary Materials.

#### Accuracy assessment on a renal cell carcinoma and its metastasis

We also benchmarked DENDRO against existing methods on the renal cell carcinoma dataset from Kim et al. [21] (Fig. 2c). This dataset contained 116 cells sequenced using the Smart-seq technology [17], obtained from three tumors derived from one patient: a patient-derived xenograft (PDX) from the primary renal cell carcinoma (PDX_pRCC), a biopsy of the metastasis to the lung 1 year after treatment of primary site (Pt_mRCC), and a PDX of the lung metastasis renal cell carcinoma (PDX_mRCC) (Additional file 1: Figure S4a). The cells should share common early driver mutations due to their shared origin from the same patient, but the metastasis and the cultivation of each tumor in separate medium (human or mouse) should have allowed for the accumulation of new mutations. Thus, we expect the three tumors to be clonally distinct. This knowledge allows us to use this dataset to benchmark accuracy and to illustrate how DENDRO enables joint analysis of the genetic and transcriptomic heterogeneity at single-cell resolution.

We compared four different clustering methods: (1) DENDRO, (2) hierarchical clustering based on the primary genotype matrix *Z* generated by GATK (*Z*_*cg*_ = 1 when a mutation *g* is detected for cell *c*, *Z*_*cg*_ = 0 otherwise), (3) hierarchical clustering based on the $$ \frac{X}{N} $$ matrix that preserve the variant allele frequency information, and (4) hierarchical clustering based on gene expression (log*TPM*). DENDRO gives the cleanest separation between the three populations with adjusted Rand Index of 0.932 (1.0 indicates perfect clustering, Fig. 2c panel 1), as compared to 0.754 for Z matrix (Fig. 2c panel 2), 0.519 for $$ \frac{X}{N} $$ matrix (Fig. 2c panel 3), and 0.489 for expression (Fig. 2c panel 4). Inspection of the tree shows that, as expected, divergence between primary tumor and metastasis exceeds divergence between patient sample and PDX sample, as PDX_mRCC clusters with Pt_mRCC rather than PDX_pRCC. All of the other three methods successfully separated the primary sample from the metastatic samples, but could not differentiate between the two metastasis samples.

For DENDRO, the intra-cluster divergence curve flattened at 3, and thus, we stopped splitting at 3 clusters (Additional file 1: Figure S4e and the “Methods” section). We annotated the clusters as PDX_mRCC, PDX_pRCC and Pt_mRCC by their cell compositions (Additional file 3: Table S3a). DENDRO found minimal sharing of subclones among the tumors derived from three sources and low genetic heterogeneity within each tumor. This is unsurprising since relapsed metastasis consists of cells that have already undergone selection, and since the PDX tumors are each seeded by a small subsample of cells from the original tumor, each tumor consists of unique subclones not detected in other sites [44–46]. Additional joint analysis of transcriptome and DNA mutations can be found in Additional file 2: Supplementary Materials and Addtional file 4: Table S4.

### DENDRO analysis of the melanoma model in response to immune checkpoint blockade highlights the role of neoantigens

Immune checkpoint blockade (ICB) of the inhibitory receptors CTLA4 and PD1 can result in durable responses in multiple cancer types [47]. Features intrinsic to cancer cells that can impact ICB treatment outcome include their repertoire of neoantigens [48], tumor mutational burden (TMB) [49], and expression of PDL1 [50]. DENDRO analysis of scRNA-seq data allows joint DNA-RNA analysis of single cells, thus enabling the simultaneous quantification of tumor mutational burden, the prediction of neoantigen repertoire, and the characterization of gene expression profile at subclonal resolution. Thus, to demonstrate the power of DENDRO and to better understand the relationship between ICB response and intratumor heterogeneity, we profiled the single-cell transcriptomes across three conditions derived from two melanoma cell lines (Fig. 3a): B16 melanoma cell line, which has shown modest initial response to ICB treatment but eventually grows out, and Res 499 melanoma cell line (R499), which was derived from a relapsed B16 tumor after combined treatment of radiation and anti-CTLA4 and is fully resistant to ICB [51]. B16 was evaluated with and without anti-PD1 treatment, as we wanted a tumor model that captures a transient ICB response. A total of 600 tumor cells were sequenced with Smart-seq technology from six mice across three conditions: two mice with B16 without treatment (B16), two mice with B16 after anti-PD1 treatment (B16PD1), and two mice with R499 without treatment (R499) (Fig. 3a and the “Methods” section). 

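The values analysed here came from the tumors of 6 mice, with 2 mice in each of the 3 conditions. Anti-PD1 was given to the B16PD1 mice at 200 μg on day 5 and again on days 8 and 11, and tumors of every condition were harvested on day 15. CD45-negative cells were sorted, which leaves out most immune cells, and full-length libraries were prepared with Smart-seq on the ICELL8 system. The authors aligned the reads with STAR, quantified transcript abundance with RSEM as TPM, which is scaled to the same total in every cell, and deposited one TPM value per gene and cell without a filter on cells or genes. The deposited values covered 25215 genes in 602 cells. Tumors B16007 and R499015 each had 101 cells, and B16008, B16PD1000, B16PD1002, and R499016 each had 100. TPM is not a count, so the number of reads behind a value is unknown here, and depth is described by the number of genes with TPM above 0 in a cell. The median of this number over all cells of a tumor was 3477 ± 125 (SD, n = 2 tumors) in B16, 3785 ± 31.5 (SD, n = 2) in B16PD1, and 3404 ± 256 (SD, n = 2) in R499. For each gene, log2(TPM + 1) was averaged over the retained cells of a tumor, so that the tumor and not the cell was the replicate. Conditions were compared on these 6 averages with limma, in which all tumors shared one estimate of the variance of a gene, and p-values were two-sided and adjusted by the Benjamini-Hochberg method. Subclone assignments of the cells were not used here. Positions of genes are those of the GENCODE annotation of the mouse assembly GRCm38, and the paper's text names no build.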

The existence of multiple subclones in B16 and R499 was suggested by bulk WES analysis [51, 52]. Our goal here is to determine whether the subclones differ in anti-PD1 response, and if so, what are the subclonal differences.

**Fig. 3:**
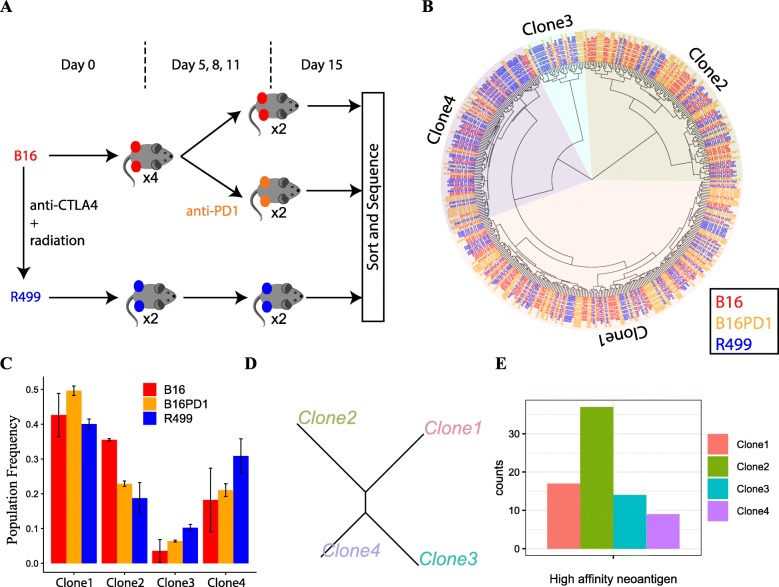
Clonal composition alternations with anti-PD1 treatments and cell lines. **a** Experimental overview. For each condition at day 15, we have two biological replicates. There are total 600 cells from 6 tumors sequenced. **b** DENDRO cluster result. No clone is exclusively associated with any tumor condition. **c** Frequencies of the subclonal populations in B16, B16PD1, and R499. **d** Neighbor-joining phylogenetic tree given detected subclones. **e** Number of high-affinity neoantigens predicted for each clone. Clone 2 has the highest number of neoantigens

A DENDRO analysis of 4059 putative mutation sites across 460 cells retained after QC (see the “Methods” section and Additional file 1: Figure S9a, b, c) yields the clustering displayed in Fig. 3b, with four subclones suggested by the intra-cluster divergence curve (Additional file 1: Figure S9d). All subclones are shared among the three conditions, which is not unexpected given that all tumor cells were derived from the same parental cell line. However, the subclonal proportions vary significantly between conditions (Fig. 3b). The subclonal proportions of B16PD1 are approximately intermediate between that of B16 and R499 (Fig. 3c). This is expected as R499 had gone through immune editing whereas B16PD1, at the time of harvest, was still undergoing immune editing and was at the transient response state. Furthermore, the selective pressure of radiation plus anti-CTLA4 is likely more than that of anti-PD1 treatment, as the former but not the latter results in complete responses in our B16 model [51]. The frequency of Clone 2 is lower in B16PD1 and R499, indicating sensitivity to anti-PD1 treatment, while the frequencies of Clone 3 and Clone 4 increase after treatment and are the highest in R499, indicating resistance to therapy (Fig. 3c, S10a).

To explore why subclones vary in sensitivity to anti-PD1 treatment, we compared the mutation profile of Clone 2 to the other subclones. We pooled cells in each of the four subclones and re-estimated their mutation profiles, which were then used to construct a phylogenetic tree (Fig. 3d). The phylogeny suggests that Clone 3 and Clone 4 are genetically closer to each other than to Clone 2, and thus, their similarity in treatment response may be in part due to similarity in their mutation profiles. The re-estimated mutation profiles show that Clone 2 has the highest tumor mutation burden, which has been associated with increased likelihood of ICB response [53, 54]. We then predicted the quantity of high-affinity (≤ 100 nm) neoantigens in each subclone given its mutation profile [52]. As shown in Fig. 3e, Clone 2 has twice as many high-affinity neoantigens as the other three subclones. The high level of neoantigens can lead to better T cell recognition, resulting in increased efficacy of anti-PD1 treatment [55].

Analysis of gene expression, on the other hand, did not yield detectable known signatures associated with anti-PD1 treatment sensitivity. 

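Expression of 5 gene lists was compared between conditions, with the mean of log2(TPM + 1) over the genes of a list as the value of a tumor. The 39 interferon-stimulated genes, of which Ifi27, Bst2, and Lgals3bp were the most abundant, had a mean of 1.21 ± 0.60 (SD, n = 2 tumors) in B16, 1.25 ± 0.22 in B16PD1, and 1.28 ± 0.21 in R499. The 18 MHC class I presentation genes, led by B2m, Canx, and Calr, had means of 3.91 ± 0.94, 3.64 ± 0.26, and 3.82 ± 0.26 in the same order. The 15 melanocyte lineage genes, led by Tyrp1, Dct, and Mlana, had means of 7.27 ± 0.18, 7.04 ± 0.18, and 7.18 with an SD of 0.00286. The 42 S phase genes, led by Pcna, Rfc2, and Tipin, had means of 2.42 ± 0.020, 2.60 ± 0.18, and 2.12 ± 0.10. The 50 G2/M genes, led by Cks1b, Cdk1, and Tubb4b, had means of 2.43 ± 0.29, 2.72 ± 0.20, and 2.47 ± 0.12. Differences of B16PD1 minus B16 were 0.040 for the interferon-stimulated genes, -0.27 for MHC class I presentation, -0.23 for the melanocyte lineage, 0.18 for S phase, and 0.29 for G2/M. Differences of R499 minus B16 were 0.073, -0.093, -0.082, -0.30, and 0.038 in that order. With fry, a rotation test of limma for gene lists, which looks for a shift of the list in 1 direction, the lowest adjusted p over the 10 tests was 0.607 (two-sided). Its mixed form, which looks for changes in either direction within a list and was chosen after that result was seen, called S phase in R499 minus B16 (adjusted p = 0.0214) and the melanocyte lineage in B16PD1 minus B16 (0.0219). With 1 tumor left out, these calls stayed in 2 of 6 and 1 of 6 settings, and the adjusted p reached 0.731 and 0.354 over all 16 alternatives. Adjusted over the list alone, 1 G2/M gene passed 0.05 in B16PD1 minus B16 and no gene passed in the other tests, and adjusted over all genes tested the count was 0 in each list. The setting that moved these tests most was camera, which compares a list with the other genes, at a preset correlation of 0.01 between genes. It called 7 of the 10 tests, the lowest adjusted p being 8.5e-05 for G2/M in B16PD1 minus B16. None of the 7 calls held with the directional form of fry or with a correlation estimated from the tumors, where camera gave a lowest adjusted p of 0.703. For MHC class I presentation and the melanocyte lineage in R499 minus B16, camera's direction was up while the mean and median of the list fell. The differences of the lists depended on single tumors. In B16PD1 minus B16, the MHC class I difference was 0.40 without B16007 and -0.94 without B16008, that of G2/M was 0.082 and 0.50, and that of S phase was 0.054 without B16PD1000. The melanocyte lineage differed by 0.047 in R499 minus B16 without B16007, and G2/M by -0.17 without B16007 and 0.25 without B16008.

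**Figure D1:**
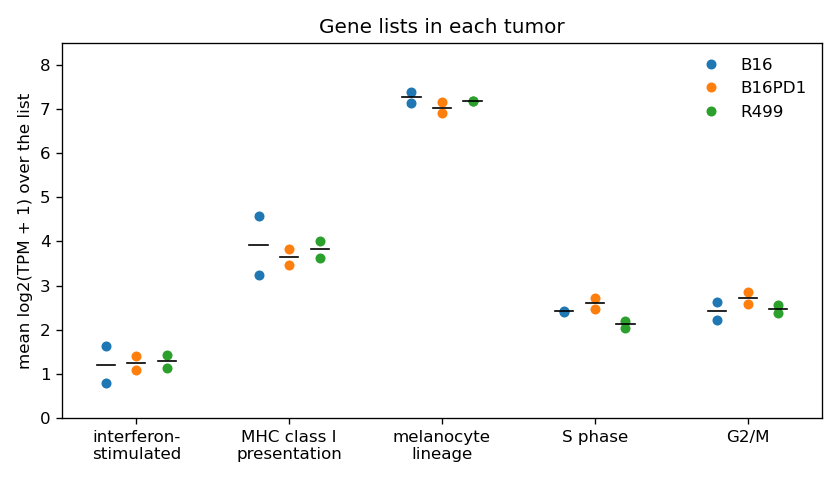
Mean log2(TPM + 1) of the 5 gene lists in each tumor (vertical axis), by list and condition. Each point is 1 tumor and each line the mean of the 2 tumors of a condition, and the tumors of B16 sit farther apart than the condition means in the interferon-stimulated and MHC class I lists.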

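The 1000 most variable genes of the 507 retained cells were scaled to unit variance and reduced to 10 principal components, which held 9.56% of the variance. PC1 held 3.16%, and its scores had a Pearson r of 0.966 over cells with the number of genes detected. Its 5 largest positive loadings were those of Rpl22l1, mt-Nd3, Mrpl18, Mrpl2, and Atp5k, and its 5 largest negative loadings those of Rn7s6, Rpl31-ps9, Rpl10-ps6, Rpl30-ps8, and Rpl10-ps5. PC2 held 1.32%, with positive loadings led by Lilrb4a, Ly6e, Laptm5, Ccl4, and Tyrobp and negative loadings led by Fbxl5, Fermt2, Ubap2l, Nras, and Narf. The mean silhouette of cells by condition was -0.0149, where 0 means that cells lie as close to their own condition as to the nearest other. With tumors shuffled over cells, which leaves no structure by condition, it was -0.0131. By condition the mean was -0.051 in B16, -0.061 in B16PD1, and 0.078 in R499. Of the 15 ways to split the 6 tumors into 3 pairs, 8 gave a mean silhouette of -0.0149 or more (exact permutation test, one-sided, p = 0.533). The smallest p this design allows is 0.0667. Among the 15 nearest neighbors of a cell, 38.8% came from its own condition against 33.3% from the numbers of cells (same exact test, p = 0.267). From the cell's own tumor came 22.3%, against 16.6% from the numbers of cells. That excess was at least as large, so the excess by condition came from within single tumors. With k-means on these components and k from 2 to 8, the best silhouette was 0.241 at k = 3. One of the 3 clusters held 2 cells, and the others, of 254 and 251 cells, had medians of 2629.5 and 4625 genes detected. The setting that moved the k-means silhouette most was regressing the number of genes detected out of each gene, which gave 0.812 with a cluster of 2 cells. The silhouette by condition stayed between -0.0293 and -0.00336 in all 13 alternatives, and the share of neighbors between 36.4% and 43.2%. The lowest share, with 500 variable genes, stands against 33.3% from the numbers of cells. With 1 tumor left out the numbers of cells give a higher share. The highest share, without B16PD1002, stands against 35.8%, and 40.0% without R499015 against 36.9%.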

Projections based on the expression of highly variable genes, as shown in PCA and t-SNE plots (Additional file 1: Figure S8), did not yield meaningful clusters. Differential expression analysis between each subclone and the other subclones found few genes with adjusted *P* value < 0.05, indicating similar expression across subclones that is concordant with the lack of structure in the expression PCA and t-SNE plots. Expressions of *Pdl1* (aka. *Cd274*) showed no differences between subclones (KS-test: *P* value > 0.42, Additional file 1: Figure S10b). In addition, there were no detectable chromosome-level differences in smoothed gene expression, indicating that there are no large CNV events that distinguish the subclones (Additional file 1: Figure S11). 

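Cd274 (ENSMUSG00000016496) lies on chromosome 19 of GRCm38 from 29367455 to 29388095. Its TPM was above 0 in 85 of the 507 retained cells, which is 16.8% (95% Wilson interval 13.8% to 20.3%), and in these cells the median was 20.4 TPM. By tumor it was detected in 20 of 91 cells (B16007), 5 of 86 (B16008), 9 of 86 (B16PD1000), 13 of 88 (B16PD1002), 23 of 81 (R499015), and 15 of 75 (R499016). Counting error alone gives a 95% Wilson interval of 14.7% to 31.5% for B16007 and of 2.51% to 12.9% for B16008, so the tumors of 1 condition differed by more than it. Compared between conditions, log2(TPM + 1) differed by -0.068 in B16PD1 minus B16 (standard error 0.24, limma adjusted p = 0.994) and by 0.45 in R499 minus B16 (standard error 0.24, adjusted p = 0.514). In R499 minus B16PD1 the difference was 0.52, with an adjusted p of 0.469. The difference of R499 minus B16 moved most, and by the same amount, when either B16 tumor was left out, to 0.82 without B16007 and to 0.092 without B16008. B16PD1 minus B16 turned positive without B16007 (0.29), without B16PD1000 (0.030), and with log2 of the tumor's mean TPM plus 1 (0.0079). Expression of Cd274 by subclone was not analysed here.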

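Smoothed expression was compared here between the conditions, not between subclones. It was averaged over 102 successive blocks of at least 100 genes, and each tumor's mean over its cells was tested with limma. In B16PD1 minus B16, 1 block passed an adjusted p of 0.05, on chromosome 6 from 72097592 to 91473546, with a difference of -0.11 (standard error 0.022, adjusted p = 0.0301). In R499 minus B16, 6 blocks passed, 5 of them higher in R499. The largest difference was 0.22 (standard error 0.026, adjusted p = 1.2e-04) on chromosome 10 from 111473223 to 130364111, a block of 111 genes. Its mean was 0.40 and 0.39 in the B16 tumors, 0.38 and 0.41 in the B16PD1 tumors, and 0.60 and 0.62 in the R499 tumors. The other 5 differences lay between -0.087 and 0.14, with adjusted p-values from 0.0447 to 0.0458. Among them was the adjoining block of chromosome 10, from 81321103 to 111301727, with a difference of 0.11. Averaged over whole chromosomes, which was not tested, the largest difference of R499 minus B16 was 0.094 on chromosome 13, ahead of 0.077 on chromosome 10. Unadjusted p was under 0.05 in 5 blocks of B16PD1 minus B16 and in 20 of R499 minus B16. Blocks of 50 genes gave 0 and 11 calls in these contrasts, and blocks of 200 genes gave 2 and 9. The settings that moved these counts most were leaving out the centering of cells and leaving out R499016, each with 0 blocks in both contrasts. Without centering the block on chromosome 10 differed by 0.12 with an adjusted p of 0.169. In R499 minus B16, 3 blocks passed without B16007, and 1 without each of B16008, B16PD1000, B16PD1002, and R499015. The adjusted p of the block on chromosome 10 ranged from 2.2e-05 to 0.169 over 8 alternatives and was 0.0562 without R499016. Leaving out B16PD1002 or R499015 also gave 0 blocks in B16PD1 minus B16.

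**Figure D2:**
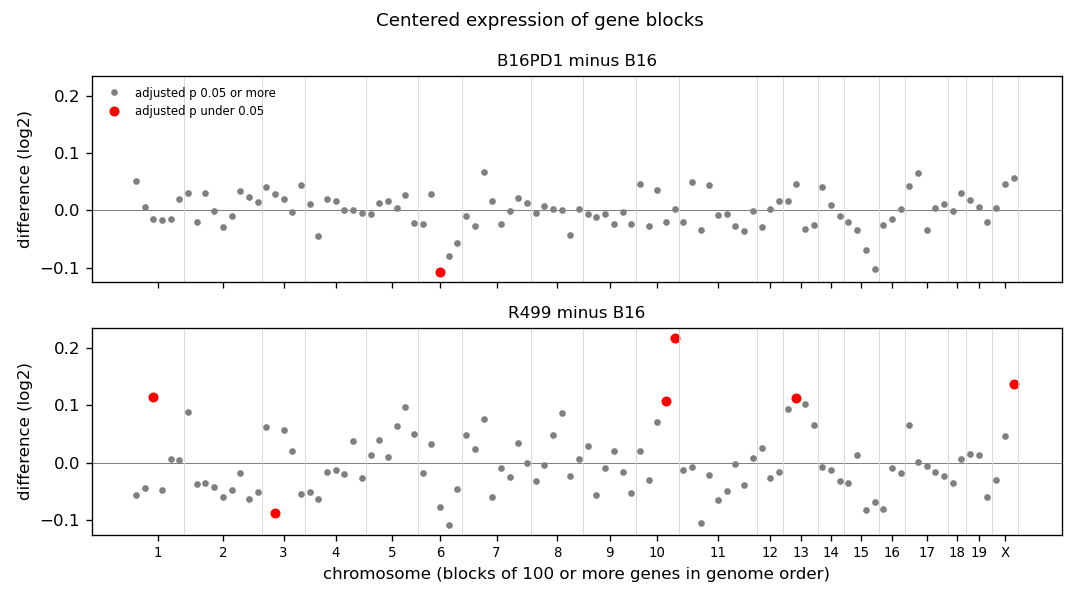
Difference in centered log2 expression (vertical axis) of each block of 100 or more genes, in genome order (horizontal axis), for B16PD1 minus B16 and R499 minus B16. Each point is a block, red where the adjusted p is under 0.05, and the highest point of the lower panel is the block on chromosome 10 at 0.22.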

DENDRO, detecting exonic mutations from scRNA-seq data, enabled the finding of subclones in this data, the prediction of neoantigen load of each subclone, and the analysis of subclonal dynamics due to treatment. Our analysis suggests that the genetic heterogeneity, rather than transcriptomic heterogeneity, contributes to treatment efficacy in this tumor model.

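Differences of single genes were tested between the conditions, as subclone assignments were not used here. Over 11264 genes, limma found 0 genes with an adjusted p under 0.05 in B16PD1 minus B16, where 528 genes (4.69%) had an unadjusted p under 0.05. In R499 minus B16, 7 genes passed, 6 of them higher in R499, and 1188 genes (10.5%) had an unadjusted p under 0.05. In R499 minus B16PD1, 8 genes passed, 6 of them higher in R499. The setting that moved the count most was using the cells before any filter, which gave 22 genes in R499 minus B16. The count fell to 0 in both R499 contrasts with the log2 of a tumor's mean TPM plus 1, without a filter on genes, with the mean number of genes detected as a covariate, and with limma without a trend. Without B16008 it was 0 in R499 minus B16, and without R499015 it was 4. In R499 minus B16PD1 it was 3 without B16PD1000 and 3 without R499015. In B16PD1 minus B16, 2 genes passed without B16007.
The 3 genes with the smallest p in B16PD1 minus B16 were the pseudogene Rps23-ps1 with a difference of 1.57, Mtg1 with 1.45, and Arhgef11 with -0.42, each at an adjusted p of 0.989. Rps23-ps1 passed without B16007, at a difference of 2.14. In R499 minus B16, Kalrn (ENSMUSG00000061751, chromosome 16 from 33969073 to 34573532) differed by 2.53 (standard error 0.32, limma adjusted p = 0.00544). Its tumor means of log2(TPM + 1) were 0.016 and 0.047 in B16, 0.084 and 0 in B16PD1, and 1.86 and 3.26 in R499. Cav1 on chromosome 6 differed by 2.42 (adjusted p = 0.0176), Nr4a1 on chromosome 15 by -2.17 (0.0157), Capn6 on chromosome X by 2.02 (0.0137), and Fscn1 on chromosome 5 by 1.45 (0.00566). None of these 5 passed without B16008. In R499 minus B16PD1, the largest differences past the threshold were those of Cav1 (2.54), Kalrn (2.52), Tmsb4x (2.19), Serpinf1 (-2.08), and Capn6 (1.72). Of these, Kalrn alone passed without R499015. The genes of the MHC molecules used in the paper's neoantigen prediction, H2-K1 and H2-D1 on chromosome 17, differed more between the B16 tumors than between conditions. H2-K1 had tumor means of 7.08 in B16007 and 3.95 in B16008, and H2-D1 had 8.02 and 4.39. H2-K1 differed by -0.85 in B16PD1 minus B16 (standard error 0.65, adjusted p = 0.989) and by -0.56 in R499 minus B16 (standard error 0.65, adjusted p = 0.795). H2-D1 differed by 0.065 (standard error 0.72, adjusted p = 0.998) and by 1.08 (standard error 0.72, adjusted p = 0.625) in the same contrasts. Without B16007, H2-D1 passed in R499 minus B16 at 2.89, with an adjusted p of 0.0194, and over its 16 alternatives the adjusted p ranged up to 0.918. From its analysis, the paper proposes that genetic rather than transcriptomic heterogeneity contributes to the efficacy of treatment in this model.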

### Simultaneous analysis of genetic and transcriptomic variation in single-cell breast cancer

We next applied DENDRO to the analysis of data from a study of primary and metastasized breast cancer [20]. We focused on tumors from two patients (BC03 and BC09) that had the most cells sequenced (Additional file 1: Figure S12 and Additional file 5: Table S5). Patient BC03 had cells sequenced from the primary tumor (here after BC03P) as well as cells from regional metastatic lymph nodes (here after BC03LN), whereas patient BC09 had cells sequenced only from the primary resection. One hundred thirty-two single-cell transcriptomes were profiled by Smart-seq protocol [17]. We first assess whether DENDRO separated BC03 cells from BC09 cells, since inter-individual genetic distances should far exceed intra-individual genetic distances owning to the randomness of passenger mutations [19, 22, 56]. Then, we examine the transcriptomic and genetic heterogeneity within each tumor.

GATK [57] detected a total of 2,364,823 mutation sites across the 132 cells; 353,647 passed QC (the “Methods” section) and were retained for downstream analysis (Additional file 1: Figure S12a, b, c). Figure 4 shows the clustering determined by DENDRO. DENDRO separates BC09 cells from BC03 cells with 100% accuracy (Fig. 4a). The intra-cluster divergence curve flattened at five subclones: three subclones for BC03 and two for BC09 (Fig. 4a, Additional file 1: Figure S12d and Additional file 3: Table S3b). Within BC03, Clone Mix_1 and Clone Mix_2 contained a mixture of cells from the primary tumor and lymph nodes, and Clone LN_1 contained mostly cells from the lymph nodes. This suggests that tumor cells that have metastasized to the lymph nodes belong to an intermediate stage and are genetically heterogeneous, with some cells remaining genetically similar to the primary population and others acquiring new genetic mutations, coherent with previous studies [58, 59]. In comparison, hierarchical clustering based on expression (using log transcripts-per-million values) did not separate BC03 from BC09 and gave a negative adjusted Rand index within BC03, indicating effectively random assignment of cells to the two patients (Fig. 4).

**Fig. 4:**
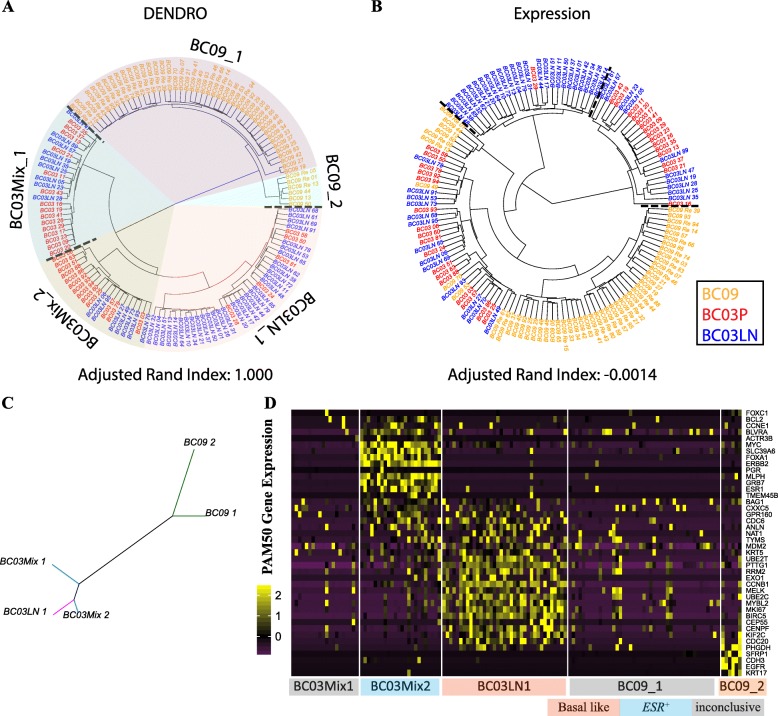
Analysis of scRNA-seq dataset of primary breast cancer. **a** DENDRO cluster result for primary breast cancer dataset (Chung et al. [20]). **b** Hierarchical clustering result for the same dataset based on expression (logTPM) (dash lines indicate cluster boundaries). **c** Neighbor-joining phylogenetic tree given detected subclones for breast cancer dataset. **d** PAM50 gene panel expression shows breast cancer subtypes of each subclone

We then pooled cells within each of the 5 clusters and re-estimated their mutation profiles with DENDRO. We defined a variant as subclonal if it was not present in all of the subclones within a tumor. Based on detection marginal likelihood, we picked the top 10,000 most confident variants to construct a phylogenetic tree (Fig. 4c). As expected, the two BC09 clusters are far from the three BC03 clusters. Within BC03, the length of the branches shows that the subclone containing mostly cells from lymph nodes (labeled BC03LN_1) is genetically more similar to Clone Mix_2 compared to Clone Mix_1 (Fig. 4c). In addition, window-smoothed expression plot with cells grouped by DENDRO clustering shows broad chromosome-level shifts in expression patterns between subclones, most likely due to copy number aberrations that are consistent with SNAs (Additional file 1: Figure S13) [22].

A comparison of the transcriptomes of the subclones revealed substantial differences in the expression of PAM50 genes, which are prognostic markers for breast cancer (Fig. 4d) [60]. DENDRO detected one rare subclone, BC09_2, with only six cells (< 5% of the total number of cells) which had a strong basal-like signature. Interestingly, in BC03, Clone LN_1 has the TNBC/basal-like subtype with an invasive gene signature, while Clone Mix_2 has the *ESR1*^*+*^ subtype. Thus, the genetic divergence of Clone LN_1 from Clone Mix_2 is accompanied by its acquisition of an invasive metastatic expression signature. In a direct comparison between cells from the primary site and cells from the lymph node without distinguishing subclones, these expression differences would be much weaker since the subclones do not cleanly separate by site. Compared with the original analysis that assigned each tumor to one specific breast cancer subtype, this analysis identifies subclones with different expression phenotypes, potentially allowing for better therapy design that targets all subclone phenotypes to reduce the risk of tumor relapse.

Existing scRNA-seq studies of cancer tissue cluster cells based on total gene expression or copy number profiles derived from smoothed total expression, making it difficult to separate the effects of subclonal copy number aberrations from transcriptomic variation [19, 22, 24]. Differential expression analysis based on clusters derived from total expression is prone to self-fulfilling prophecy, as there would indeed be differentially expressed genes because this is the clustering criteria. Because DENDRO’s subclone identification is based solely on genetic divergence, and not on expression profile, the downstream differential gene expression analysis can be precisely attributed to transcriptional divergence between subclones.

Hence, we conducted a transcriptome-wide search for pathways that have differential expression between subclones (the “Methods” section and Additional file 6: Table S6), and assessed their overlap with pathways that are differentially mutated between subclones. Focusing on tumor BC03, pathways for G2M checkpoint and *KRAS* signaling are upregulated in lymph node metastasis Clone BC03LN_1, while pathways for estrogen response and apoptosis are downregulated, indicating a more invasive phenotype (Additional file 6: Table S6e). In addition, *GAPDH* is upregulated in the metastatic subclone (BC03LN_1) and downregulated in the two mix-cell subclones, consistent with previous findings [61, 62] (Additional file 1: Figure S14d). Differentially expressed genes between other subclone pairs in BC03 are also enriched in estrogen response, apoptosis, and DNA repair (Additional file 6: Table S6c, d). In parallel, subclone-specific mutated genes are highly enriched in cancer-related pathways, including MYC target, G2M checkpoints, and mitotic spindle, and immune-related pathways, such as interferon response, TNF-a signaling, and inflammatory response (Additional file 6: Table S6). Interestingly, few of the differentially mutated genes are associated with estrogen and androgen responses, suggesting that the differential expression of hormone-related genes is not mediated directly by genetic mutations in these pathways. This is consistent with the recent studies that epigenetic alteration, such as histone acetylation and methylation, regulates hormone receptor signaling in breast cancer [63–66]. DNA-RNA joint analysis between other subclones is included in the Additional file 6: Table S6 and Additional file 1: Figure S14. Overall, this example illustrates how DENDRO enables the joint assessment of genetic and transcriptomic contributions to clonal diversity at single-cell resolution.

## Discussion

We have described DENDRO, a statistical framework to reconstruct intratumor DNA-level heterogeneity using scRNA-seq data. DENDRO starts with mutations detected directly from the scRNA-seq reads, which are very noisy due to a combination of factors: (1) errors are introduced in reverse-transcription, sequencing, and mapping; (2) low sequencing depth and low molecule conversion efficiency leading to technical dropouts; and (3) expression burstiness at the single-cell level leading to biological dropouts. DENDRO overcomes these obstacles through the statistical modeling of each component. Given noisy mutation profiles and allele-specific read counts, DENDRO computes a distance between each pair of cells that quantifies their genetic divergence after accounting for transcriptional bursting, dropout, and sequencing error. Then, DENDRO clusters the cells based on this distance as subclone and re-estimates a more robust subclone-specific mutation profile by pooling reads across cells within the same cluster. These re-estimated mutations profiles are then passed to downstream mutation analysis and phylogenetic tree reconstruction.

Importantly, the genetic divergence used by DENDRO for cell clustering is based solely on allelic expression ratios and do not reflect the difference in total expression between cells at mutation sites. Thus, DENDRO differs from, and complements, existing tools that cluster cells based on total expression. In fact, as shown by simulation analysis, DENDRO clusters the cells based on true underlining mutation profiles and is robust to changes in total gene expression. As expected, the numbers of cells, the depth of sequencing, the actual number of subclonal mutations, and the phylogenetic tree structure all influence the power of DENDRO. To aid researchers in experiment design, we developed DENDROplan, which predicts DENDRO’s clustering accuracy given basic experimental parameters and the expected informative mutation count, which can be obtained from bulk DNA sequencing.

Ideally, joint sequencing of the DNA and RNA on the same cells would allow us to relate genomic profiles to transcriptomic variations. Currently, there is yet no scalable technology for doing this. Separately performing scDNA-seq and scRNA-seq on different batches of cells within the same tumor would meet the nontrivial challenge of matching the subclones between the two data sets. DENDRO takes advantage of the central dogma and utilizes computational methods to extract genetic divergence information from noisy mutation calls in coding regions. Through two case studies, we illustrate the insights gained from the subclonal mutation and expression joint analysis that DENDRO enables.

We have demonstrated that proper computational modeling can excavate the DNA-level heterogeneity in scRNA-seq data. Yet, there are always limitations in working with RNA. While rare RNA editing events are absorbed by the parameter *ϵ*, DENDRO cannot distinguish subclone-specific constituent RNA editing events from subclone-specific DNA mutations. In the extreme and unlikely scenario where RNA editing events are common and pervasive, DENDRO’s cluster would reflect RNA editing. In such cases, we recommend using matched bulk DNA-seq of the same tumor to filter the loci detected in the first step of DENDRO, keeping only those that are supported by at least one read in the bulk DNA-seq data. In addition, DENDRO’s analysis is restricted to transcribed regions, as variants are detected using transcriptomic data, and thus ignores non-coding mutations which can sometimes be informative for tumor evolution [67–70].

Tag-based scRNA-seq (10X, Drop-seq, etc.) is now commonly adopted for cancer sequencing, but we do not recommend applying DENDRO to this sequencing design because of two reasons: (1) limited number of variants can be detected with tag-based methods as they only profile a small fraction of the transcript (3-prime or 5-prime end); and (2) the sequencing depth of tag-based methods are critically low (< 0.1X), resulting in unreliable variant calling. However, we do anticipate that emerging technologies, such as long-read full-transcript scRNA-seq technologies [71] and transcriptome-based deep targeted sequencing [31, 32] will overcome these limitations of tag-based scRNA-seq. Given proper experimental design, we expect that these emerging technologies will be ideally suited for the joint analysis of exonic somatic mutations and gene expression.

## Conclusions

We have developed DENDRO, a statistical method for tumor phylogeny inference and clonal classification using scRNA-seq data. DENDRO accurately infers the phylogeny relating the cells and assigns each single cell from the scRNA-seq data set to subclone. DENDRO allows us to (1) cluster cells based on genetic divergence while accounting for transcriptional bursting, technical dropout, and sequencing error, as benchmarked by in silico mixture and a simulation analysis; (2) characterize the transcribed mutations for each subclone; and (3) perform single-cell multi-omics analysis by examining the relationship between transcriptomic variation and mutation profile with the same set of cells. We evaluate the performance of DENDRO through a simulation analysis and a data set with known subclonal structure. We further illustrate DENDRO through two case studies. In the first case study of relationship between intratumor heterogeneity and ICB treatment response, DENDRO estimates tumor mutation burden and predicts repertoire of high-affinity neoantigens in each subclone from scRNA-seq. In the second case study on a primary breast tumor dataset, DENDRO brought forth new insights on the interplay between intratumor transcriptomic variation and subclonal divergence.

## Methods

### scRNA-seq alignment and SNA calling pipeline

Additional file 1: Figure S1 illustrates the SNA calling pipeline. Raw scRNA-seq data is aligned by STAR 2-pass method (default parameters), which accounts for splicing junctions and achieve higher mapping quality [72]. Transcripts per million (TPM) was quantified using RSEM (default parameters) [73]. In the next step, raw variant calling is made using the Haplotype Caller (GATK tool) on the BAM files after sorting, joining read groups, removing duplicated reads, removing overhangs into intronic regions, realigning, and recalibration [74]. Conventionally, there are two methods from GATK tools for mutation detection: haplotype caller and mutect2. Haplotype caller has a RNA-seq setting which handles splice junctions correctly, but assumes VAF around 50%, while mutect2 can detect mutations with low VAF but does not account for splice junction. The reason we select haplotype caller instead of mutect2 is that we extract allele read counts for all cells as long as one of the cells is listed as carrying the mutation. Thus, as long as one cell has VAF reaching 50%, this mutation would be detected. Calls with stand_call_conf greater than 20 and population frequency greater than 5% but less than 95% were preserved for further analysis. Admittedly, such lenient filtering typically introduces false-positive sites. However, our priority at this step is to minimize false-negative rate, while the genetic divergence matrix in the following step robustly estimates cell population substructure. Both the coverage of the alternative allele and the total read coverage are extracted for each site for further analysis.

#### Data preprocessing and quality control

To ensure robustness of downstream analysis, we filtered out low-quality cells, variants, and genes. We retained cells with (1) > 10,000 reads mapped, (2) < 10% mitochondria gene expression, and (3) > 1000 gene detected; genes with > 5 cells detected (TPM > 0 as detected); and variants with > 2 cells detected by GATK. Original TPM values as defined by RSEM were added a value of 1 (to avoid zeros) and then log-transformed for downstream transcriptomic analysis.

#### Genetic divergence and beta-binomial framework

Consider two cells: *c* and *c*’. Let *I*_*c*_ and *I*_*c*_ denote the clonal group to which the cells belong, i.e., *I*_*c*_ = *I*_*c*′_ if and only if cells *c* and *c*’ come from the same subclone. We define the genetic divergence at loci $$ g,\mathrm{by}\ {d}_{cc\prime}^g $$:

$$ {\displaystyle \begin{array}{c}{d}_{c{c}^{\prime}}^g=\log \frac{\mathrm{P}\left({X}_{cg},{X}_{c^{\prime }g}|{N}_{cg},{N}_{c^{\prime }g}\right)}{P\left({X}_{cg},{X}_{c\prime g}|{N}_{cg},{N}_{c\prime g},{I}_c={I}_{c\prime}\right)}\\ {}=\log \frac{\mathrm{P}\left({X}_{cg},{X}_{c^{\prime }g}|{N}_{cg},{N}_{c^{\prime }g},{I}_c={I}_{c^{\prime }}\right)+\mathrm{P}\left({X}_{cg},{X}_{c^{\prime }g}|{N}_{cg},{N}_{c^{\prime }g},{I}_{\mathrm{c}}\ne {I}_{c\prime}\right)}{P\left({X}_{cg},{X}_{c\prime g}|{N}_{cg},{N}_{c\prime g},{I}_c={I}_{c\prime}\right)}\end{array}} $$

where *X*_*c*_ = (*X*_*c*1_, *X*_*c*2_, …*X*_*cg*_, …*X*_*cm*_) are the mutation allele read counts for cell *c* and *N*_*c*_ = (*N*_*c*1_, *N*_*c*2_, …*N*_*cg*_, …*N*_*cm*_) are the total read counts at these sites. More intuitively, if cells *c* and *c*′ are not from the same clonal group, the probability of cells *c* and *c*′ from the same cells given data (i.e., denominator) has smaller value. Thus, $$ {d}_{cc\prime}^g $$ is large, indicating bigger divergence between the two cells. With further derivation (Additional file 2: Supplementary Materials), $$ {d}_{cc\prime}^g $$ is a function of the five following probabilities:

$$ {d}_{cc\prime}^g=f\left({P}_g;P\left({X}_{cg}|{N}_{cg},{Z}_{cg}=0\right);P\left({X}_{cg}|{N}_{cg},{Z}_{cg}=1\right);P\left({X}_{c^{\prime }g}|{N}_{c^{\prime }g},{Z}_{c^{\prime }g}=0\right);P\left({X}_{c^{\prime }g}|{N}_{c^{\prime }g},{Z}_{c^{\prime }g}=1\right)\right) $$

where *Z*_*cg*_ ∈ {0, 1} is SNA indicator for cell *c* at site *g* and *P*_*g*_ = *P*(*Z*_*g*_ = 1) is mutation frequency across the cells estimated by GATK calls.

In the above formula for $$ {d}_{c{c}^{\prime}}^g $$, *P*(*X*_*cg*_| *N*_*cg*_, *Z*_*cg*_ = 0) and $$ P\left({X}_{c^{\prime }g}|{N}_{c^{\prime }g},{Z}_{c^{\prime }g}=0\right) $$ reflect reverse-transcription/sequencing/mapping errors and rare RNA editing events, because when there is no mutation (i.e., $$ {Z}_{cg}=0,{Z}_{c^{\prime }g}=0 $$), all mutation reads reflect such technical errors or RNA editing. Let *ϵ* denote the combined rate of technical error and RNA editing, we have

$$ P\left({X}_{cg}|{N}_{cg},{Z}_{cg}=0\right)\sim \mathrm{Binomial}\left({X}_{cg}|{N}_{cg},\epsilon \right) $$

where *ϵ* is set to 0.001 based on prior knowledge [75].

For cases where there are mutations (i.e., *Z*_*cg*_ = 1), the distribution of mutated read counts given total read counts is modeled with a beta-binomial distribution, which is capable of modeling technical dropout and transcriptional bursting, and is supported by previous allele-specific expression studies [34, 76].

$$ P\left({X}_{cg}|{N}_{cg},{Z}_{cg}=1\right)\sim {\int}_0^1\mathrm{Binomial}\left({X}_{cg}|{N}_{cg},{Q}_{cg}=q\right) dF(q), $$

$$ q\sim \mathrm{Beta}\left({\alpha}_g,{\beta}_g\right) $$

where *Q*_*cg*_ indicates proportion of mutated alleles expressed in cell *c* at site *g*, with beta distribution as prior. Respectively, *α*_*g*_ and *β*_*g*_ represent gene activation and deactivation rate, which are estimated empirically across cells based on the first and second moment estimators.

Through optimized vectorization, given a data set of 500 cells with 2500 variants, genetic divergence matrix can be computed under 2 min in a normal desktop with 16 GB of RAM (single thread). Analytically, the algorithm is of complexity *O*(*N*^2^ ∗ *G*), where *N* is the number of cells and *G* is the number of variants.

#### Kernel-based clustering and optimal cluster assignment

We cluster the cells using a kernel-based algorithm, such as hierarchical clustering. Given that there are multiple sorting schemes, we leave the user to choose it. For the default-sorting scheme, we recommend “ward. D” [77]. This is because *d*_*cc*′_ behaves like a log likelihood ratio, which should follow a *χ*^2^ distribution when the two cells share the same subclone. The “ward. D” method has been shown to work well in Euclidian space. Empirically, among different hierarchical clustering algorithms on the renal cell carcinoma dataset (Additional file 1: Figure S5), “ward. D”-based hierarchical clustering performs the best.

To determine the number of clusters, we use an intra-cluster divergence curve computed from the divergence matrix. Existing software rely on AIC, BIC, or another model selection metric [78, 79]. However, since we only have the “distance” matrix, these traditional methods cannot be applied. Let *N*_*k*_ be the number of cell pairs in cluster *C*_*k*_ and *N* be the total number of pairs between cells for all clusters. Let *K* be the number of clusters. The weighted sum of intra-cluster distance *W*_*K*_ is

$$ {W}_K=\sum \limits_{k=1}^K{N}_k\sum \limits_{\left(i,j\right)\in {C}_k}\frac{d_{ij}}{N} $$

Note that small clusters are naturally down-weighted in the above metric. DENDRO relies on visual examination of the intra-cluster divergence curve (*W*_*K*_ plotted against *K*) to find the “elbow point,” which can be taken as a reasonable clustering resolution.

#### Simulation analysis

In our simulation analysis, we adopt a scRNA-seq dataset from Deng et al. as the reference, which, by crossing two mouse strains, obtained transcriptomic allele-specific read counts for every SNPs in exonic regions in each cell [43]. In this case, the Deng et al. data maintained the expression stochasticity in scRNA-seq data. To overlay the read counts on simulated mutation profile, for every simulated locus, we sampled a SNP from this reference. For cells with mutation at this locus, we randomly assigned one allele of the sampled SNP as mutated allele. For cells without mutation, we set the mutated allele counts as 0 and the total read counts as sum of the two alleles from the reference. We further added binomial noise (*p*_*ϵ*_ = 0.001, suggested by [75]) to mimic sequencing error. When analyzing DENDRO performance in terms of various number of mutation sites, number of cells, proportion of cells in each clade, and proportion of mutations along each branch, we only take a subset of cells (cells in early blastocyst, mid blastocyst, and late blastocyst stages) to ensure the expression homogeneity. On the other hand, we utilize a mixture cell population (cells in 16-cell stages and blastocyst stages) to test the robustness of DENDRO performance with regard to various expression profiles.

#### Power analysis toolkit and experimental design

Before conducting a single-cell RNA-seq experiment on a tumor sample, it is important to project how subclone detection power depends on the number of cells sequenced and the coverage per cell. To facilitate experiment design, we have developed a tool, DENDROplan (Fig. 2a), that predicts the expected clustering accuracy by DENDRO given sequencing parameters and available bulk data for the tumor. Given an assumed tree structure and a target accuracy, DENDROplan computes the necessary read depth and number of cells needed.

As shown in Fig. 2a, if bulk DNA sequencing and/or RNA sequencing data are available for the tumor being studied, these data can be harnessed to make more realistic power calculations. For example, if SNAs have been profiled using bulk DNA sequencing data, the set of mutations that lie in the exons of annotated genes can be retrieved and used directly in constructing the simulation data. Furthermore, phylogeny construction algorithms for bulk DNA-seq data can be used to infer a putative tree structure that can be used as input to DENDROplan [5, 79]. If bulk RNA-seq data is available, the bulk expression level of the mutation-carrying genes can be used to predict the expression level of the mutation in the single-cell data. In another word, variants in high-expressed genes in bulk will be sampled from high-expressed variant loci in scRNA reference and vice versa. The power analysis tool is also available at https://github.com/zhouzilu/DENDRO.

#### SNA inference in “bulk” and phylogenetic tree construction

As stated previously, DENDRO further inferred SNA after pooling the reads from all cells within each cluster. Because, with our choice of thresholds, we identify SNAs in single cells with high sensitivity, the “bulk” level SNAs should be a subset of the SNAs in single cells, and mutation allele counts and total allele counts should provide us with enough information for SNA detection using a maximum likelihood framework [80], which accounts for both sequencing error and rare RNA editing events. Suppose *s* is the genotype (number of reference allele) at a site and assume *m*, the ploidy, equals to 2. Then, the likelihood is:

$$ \mathcal{L}(s)=\frac{1}{m^k}\prod \limits_{j=1}^l\left[\left(m-s\right)\epsilon +s\left(1-\epsilon \right)\right]\prod \limits_{j=l+1}^k\left[\left(m-s\right)\left(1-\epsilon \right)+ s\epsilon \right] $$

where *k* is the number of reads at a site and the first *l* bases (*l* ≤ *k*) be the same to reference and the rests are same to alternative allele. *ϵ* is the sequencing error and rare RNA editing combined rate. *s*^∗^ is the maximum likelihood estimator of the genotype:

$$ {s}^{\ast }=\underset{s}{\mathrm{argmax}}-\mathcal{L}(s) $$

Given mutation profiles, DENDRO then constructs a phylogenetic tree with the neighbor-joining method, which can more accurately capture the evolutionary relationship between different subclones [81] than the initial tree given by hierarchical clustering.

#### Differential gene expression, mutation annotation, and gene ontology analysis

We use Seurat and scDD to identify differentially expressed genes between tumors and between tumor subclones [82–84]. For each comparison, we apply two different methods: MAST implemented by Seurat and scDD. Genes with adjusted *p* value < 0.05 count as significant differentially expressed gene for each method. We further intersect these two sets of differentially expressed genes to increase robustness. Subclonal mutations are annotated by ANNOVAR with default parameters, and variants associated with intergenic regions were discarded for downstream analysis [85]. For GO analysis, we apply Gene Set Enrichment Analysis tool [57]. Hallmark gene sets serve as the fundamental database with FDR *q* value < 0.05 as significant.

#### Single-cell RNA-seq of tumor model derived from B16

Six C57bl/6 mice were injected on both flanks with either B16 or R499: four with B16 and two with R499. Two of the mice implanted with B16 were treated with 200 μg of anti-PD1 per mouse on days 5, 8, and 11. On day 15, all tumors were harvested and made into single-cell suspension. One hundred thousand CD45-negative tumor cells were sorted on Aria to enrich for live tumor cells and loaded on SMARTer ICELL8 cx Single-Cell System prior to full-length single-cell RNA sequencing library preparation using Smart-seq following the manufacturer’s recommendations. 

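Cells were retained when more than 1000 genes had TPM above 0 and less than 10% of the TPM came from the 37 mitochondrial genes. A minimum number of mapped reads, which the paper also required, could not be applied to TPM. Of all cells, 578 met the first criterion, 527 met the second, and 507 met both, which is 84.2% (95% Wilson interval 81.1% to 86.9%, for counting error only). The retained share was 88.0 ± 2.90% (SD, n = 2 tumors) in B16, 87.0 ± 1.41% (SD, n = 2) in B16PD1, and 77.6 ± 3.68% (SD, n = 2) in R499. The tumors kept 91 cells (B16007), 86 (B16008), 86 (B16PD1000), 88 (B16PD1002), 81 (R499015), and 75 (R499016). A retained cell had a median of 3547 genes with TPM above 0, with quartiles of 2629.5 and 4622.5. Of the genes listed, 14532 had TPM above 0 in at least 1 cell, and 11264 had it in more than 5 retained cells. The alternative that moved the number of cells most was a mitochondrial limit of 5%, which kept 421 cells. Requiring more than 10 cells per gene moved the number of genes most, to 10634. The most abundant gene was Ubb, with a mean of 28391 TPM or 2.84% of the total, followed by Gapdh with 13512, Ftl1 with 12139, Rpl32 with 10434, and mt-Atp6 with 7410.3. The first 4 of these were detected in every retained cell and mt-Atp6 in 502.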

Four hundred sixty cells and 11,531 genes passed standard QC and were retained for downstream analysis.

#### Neoantigen prediction

Based on gene expression from RNA-seq data, variants from unexpressed transcripts are removed. The MHC-I binding affinities of variants are then predicted using NetMHC version 4.0 for H-2-Kb and H-2-Db using peptide lengths from 8 to 11 [86]. Given subclonal mutation profile, we further assign the neoantigens to each subclone.

## Supplementary information

**Additional file 1.** Supplementary figures

**Additional file 2.** Supplementary material and Table S1 and Table S2

**Additional file 3.** Table S3

**Additional file 4.** Table S4

**Additional file 5.** Table S5

**Additional file 6.** Table S6

**Additional file 7.** Review history.

## Data Availability

DENDRO is an open-source R package available at https://github.com/zhouzilu/DENDRO with license GPL-3.0 [87]. Original source script for this manuscript is stored with digital object identifier (DOI) at 10.5281/zenodo.3521087 [88]. Public datasets for simulation analysis, renal cell carcinoma validation, and breast cancer analysis can be found at the National Center for Biotechnology Information Gene Expression Omnibus (GEO) under accession numbers GSE45719, GSE73122, and GSE75688 respectively [89–91]. Sequencing data for anti-PD1 experiment in melanoma cell lines can be found at GEO with accession number GSE139248 [92].

# Supplementary material for: DENDRO: genetic heterogeneity profiling and subclone detection by single-cell RNA sequencing
**Source:** Genome Biol. 2020 Jan 14;21:10. doi: 10.1186/s13059-019-1922-x
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary figures

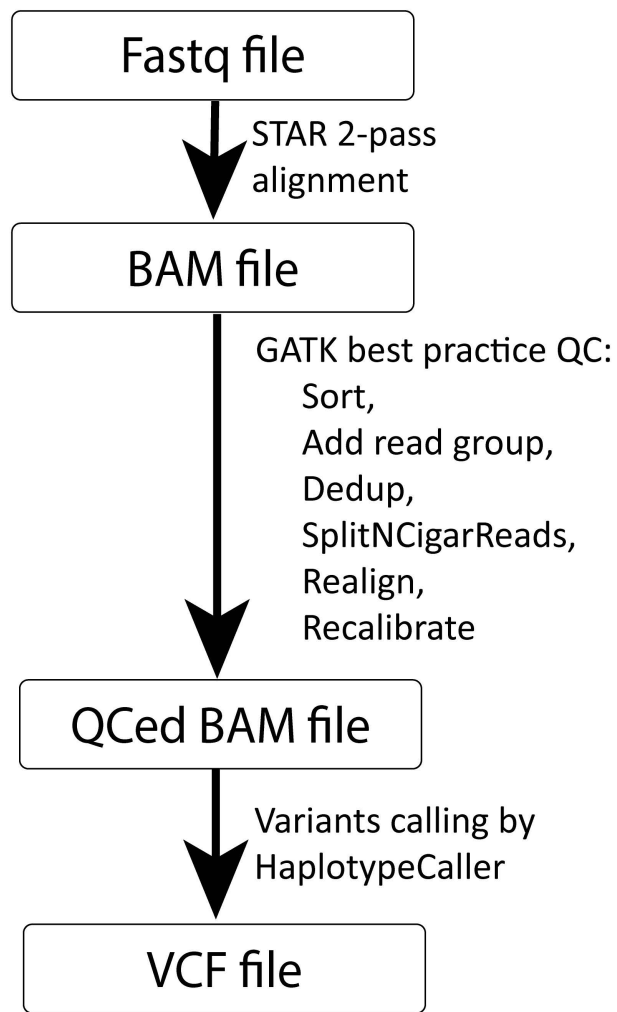

**Fig. S1. An illustration of the SNA calling pipeline.** Raw scRNA-seq data is aligned by STAR 2-pass. Further quality control and variants calling steps follow GATK tool best practice by Broad Institute.

**A**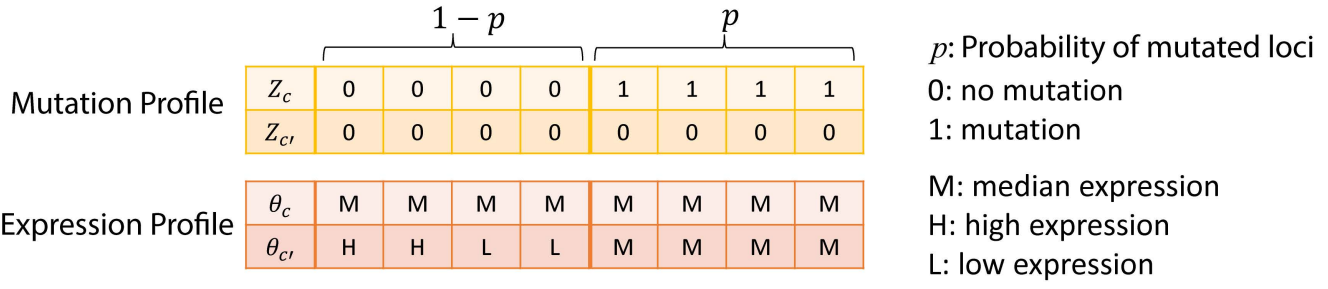**B**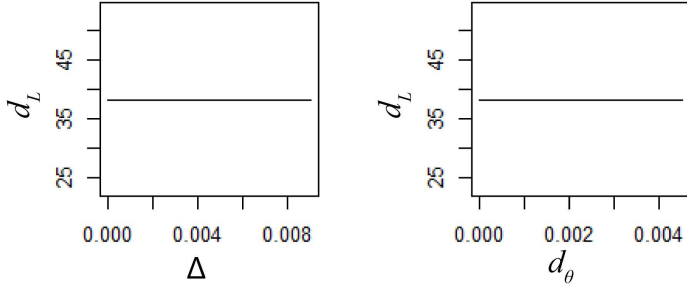**C**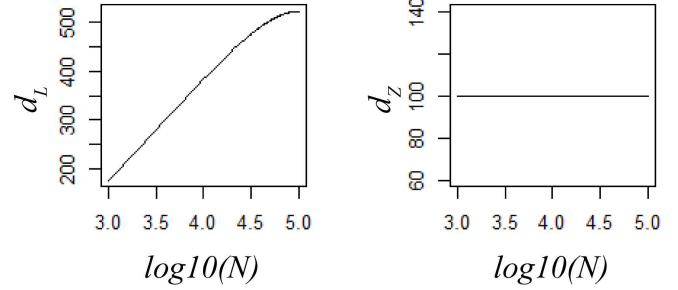**D**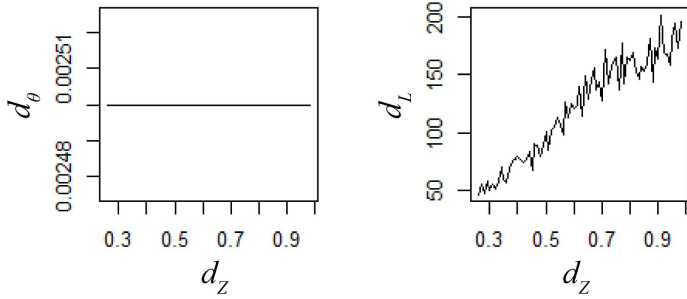

$N$ : total number of mutations  
 $d_L$ : distance based on DENDRO likelihood  
 $d_\theta$ : distance based on expression  
 $d_Z$ : distance based on mutation profile  
 $\Delta$ : Differences in expression  $\Delta = H - M = M - L$

**Fig. S2. Kernel function justification by simulation.** **a** Illustration of simulation set up. See Supplementary Materials (Additional file 2) for more details. **b** With fixed  $p$  and  $N$ , as  $d_\theta$  increases,  $d_L$  stay constant. Thus, likelihood kernel is orthogonal to relative expression. **c** With fixed  $p=1$ , as  $N$  approach infinite,  $d_L$  increase monotonically. As there are higher expression, we are more confident that the two cells belong to different clusters. **d** When  $d_\theta$  and  $N$  stay the same, as  $d_Z$  approaches 1,  $d_L$  increases, because true mutation number increases.

**A**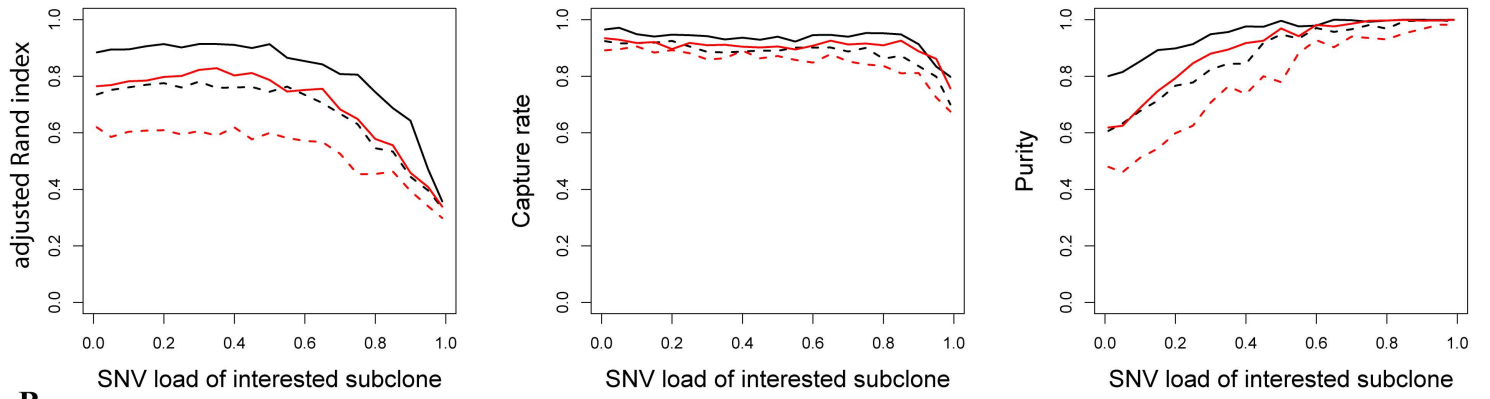**B**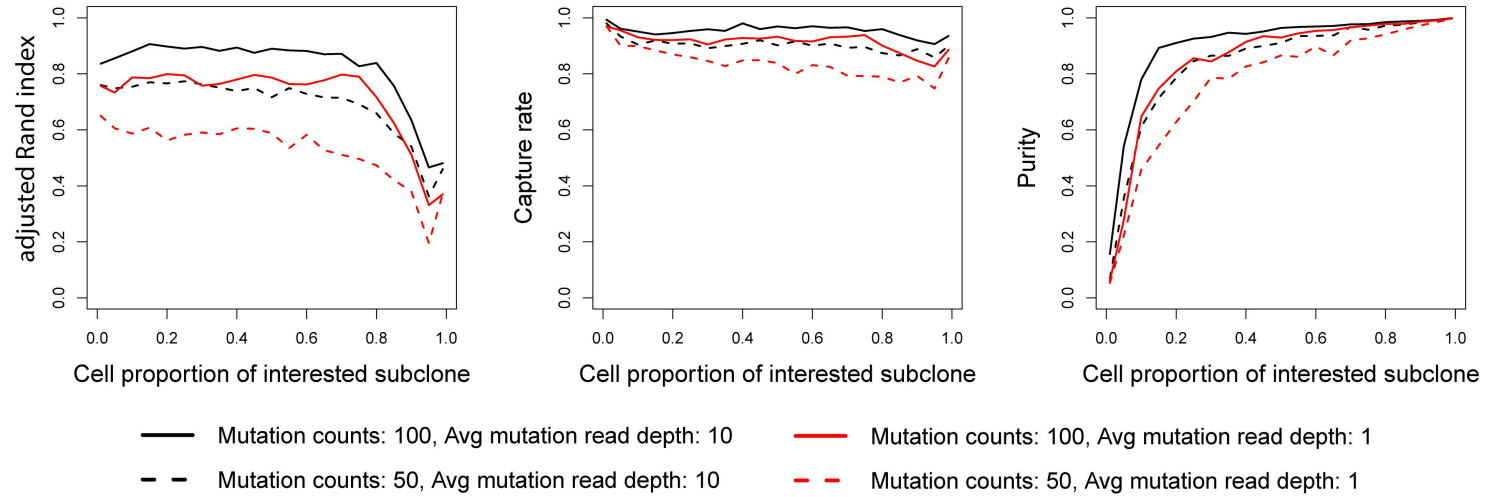**C**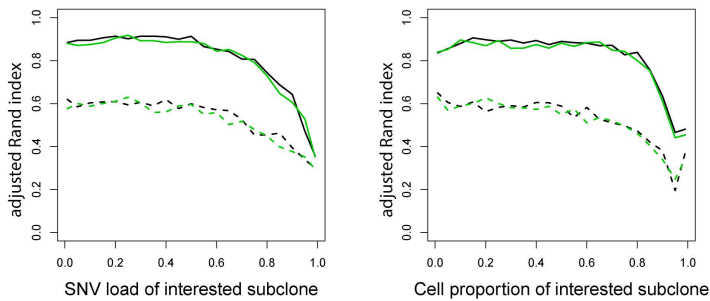**D**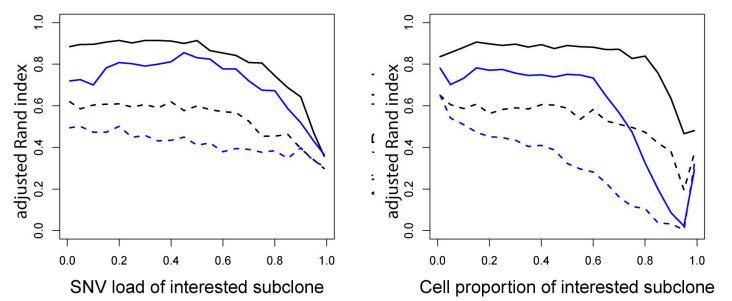

— Mutation counts: 100, Avg mutation read depth: 10, Single cell type  
— Mutation counts: 100, Avg mutation read depth: 10, Mix cell type  
- - Mutation counts: 50, Avg mutation read depth: 1, Single cell type  
- - Mutation counts: 50, Avg mutation read depth: 1, Mix cell type

— Mutation counts: 100, Avg mutation read depth: 10, DENDRO  
— Mutation counts: 100, Avg mutation read depth: 10, X/N  
- - Mutation counts: 50, Avg mutation read depth: 1, DENDRO  
- - Mutation counts: 50, Avg mutation read depth: 1, X/N

**Fig. S3. DENDRO accuracy assessment by simulation analysis.** **a** Statistics under different SNV load of interested clade (i.e. as fraction of total mutation counts) in a pure cell population vs. a mixture of two cell types (50% each). **b** Statistics under different cell proportion of interested clade in a pure cell population vs. a mixture of two cell types (50% each). (Mutation counts: number of mutation identified; Avg mutation read depth: average read depth of all the mutation sites.) Both plots show that mixture of cell population does not effect accuracy. **c** DENDRO accuracy assessment in mixture cell types. **d** Clustering accuracy assessment using DENDRO vs hclust on variants allele frequencies

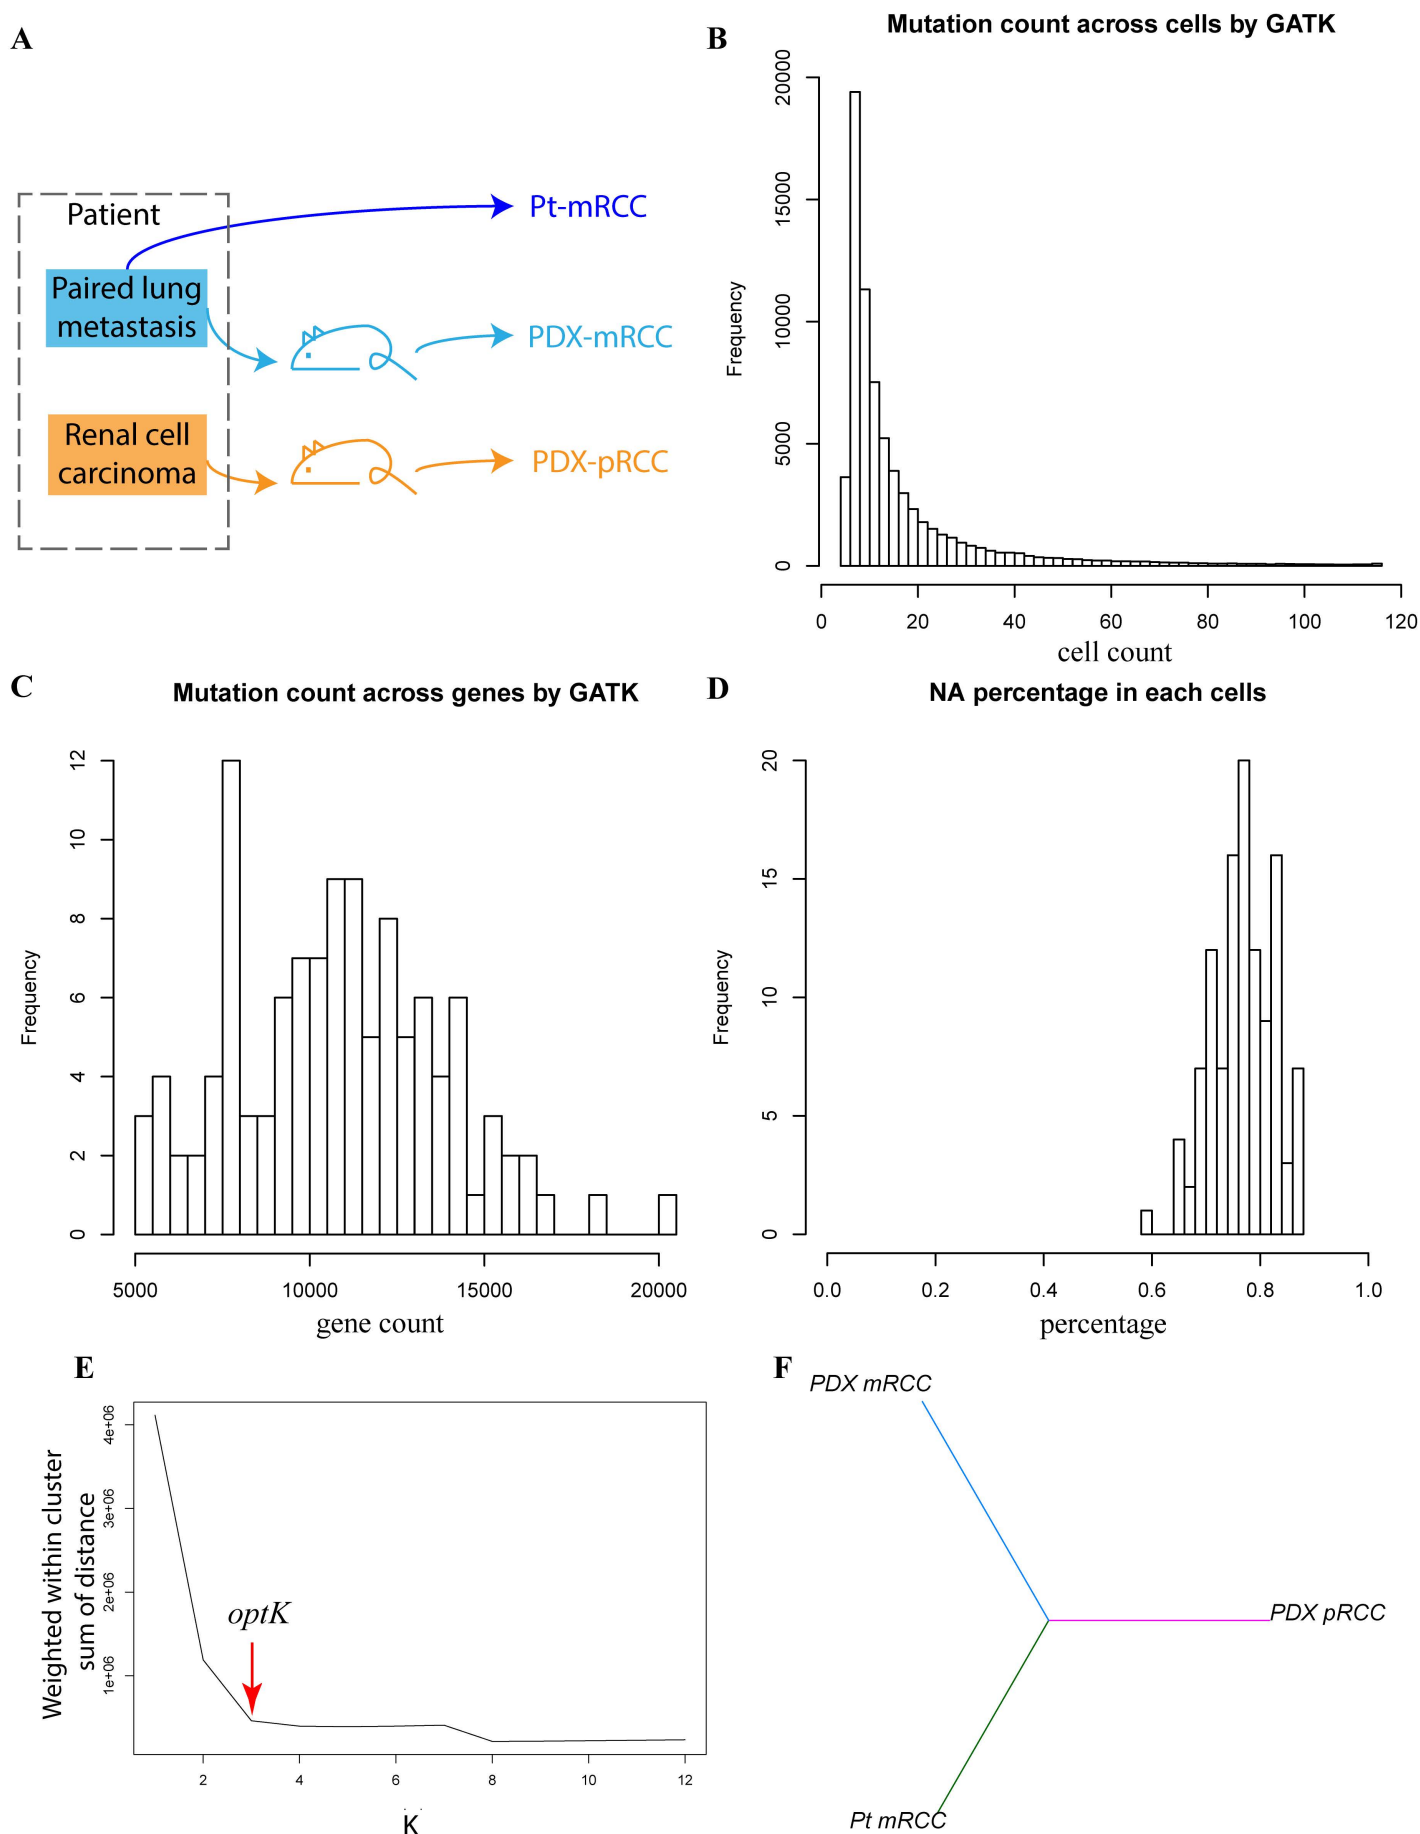

**Fig. S4. RCC experimental design and its mutation statistics detected by GATK tool.** **a** Experimental design for renal cell carcinoma dataset. Figure modified from Kim et al. **b** Mutation count across cells by GATK. Most of the genes have low mutation frequency. **c** Mutation count across genes by GATK tool. It shows mutation counts with a bell shape. **d** NA percentage in each cell across genes. When there is no read counts, it shows as NA. **e** Intra-cluster divergence curve to select optimal number of cluster by DENDRO. Here,  $optK=3$  **f** Phylogenetic tree of three cell populations identified by DEDNRO. (In **a** - **d**, dashlines indicate cluster boundaries)

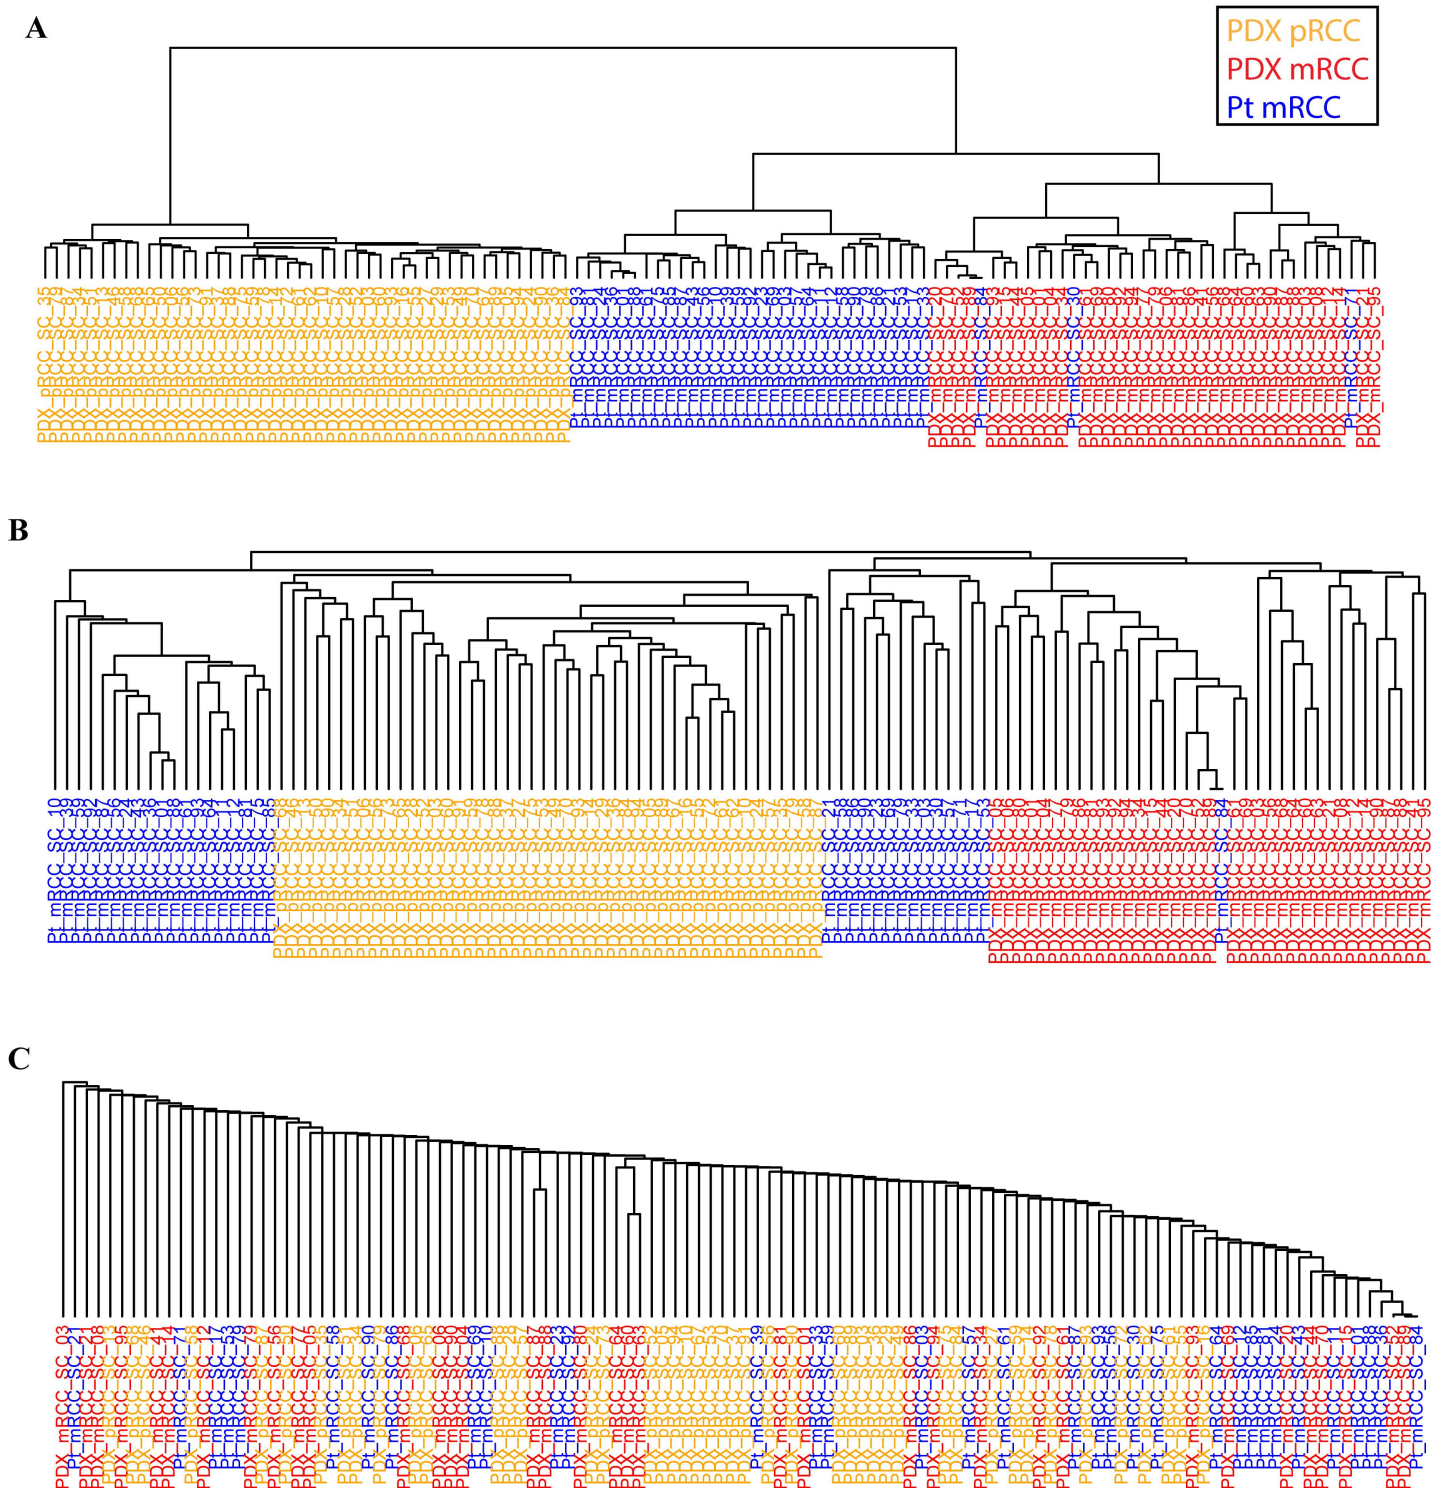

**Fig. S5. Hierarchical clustering algorithm for renal cell carcinoma dataset.** **a** Genetic divergence matrix clustering by Ward.D algorithm. **b** Genetic divergence matrix clustering by Complete algorithm. **c** Genetic divergence matrix clustering by Single algorithm

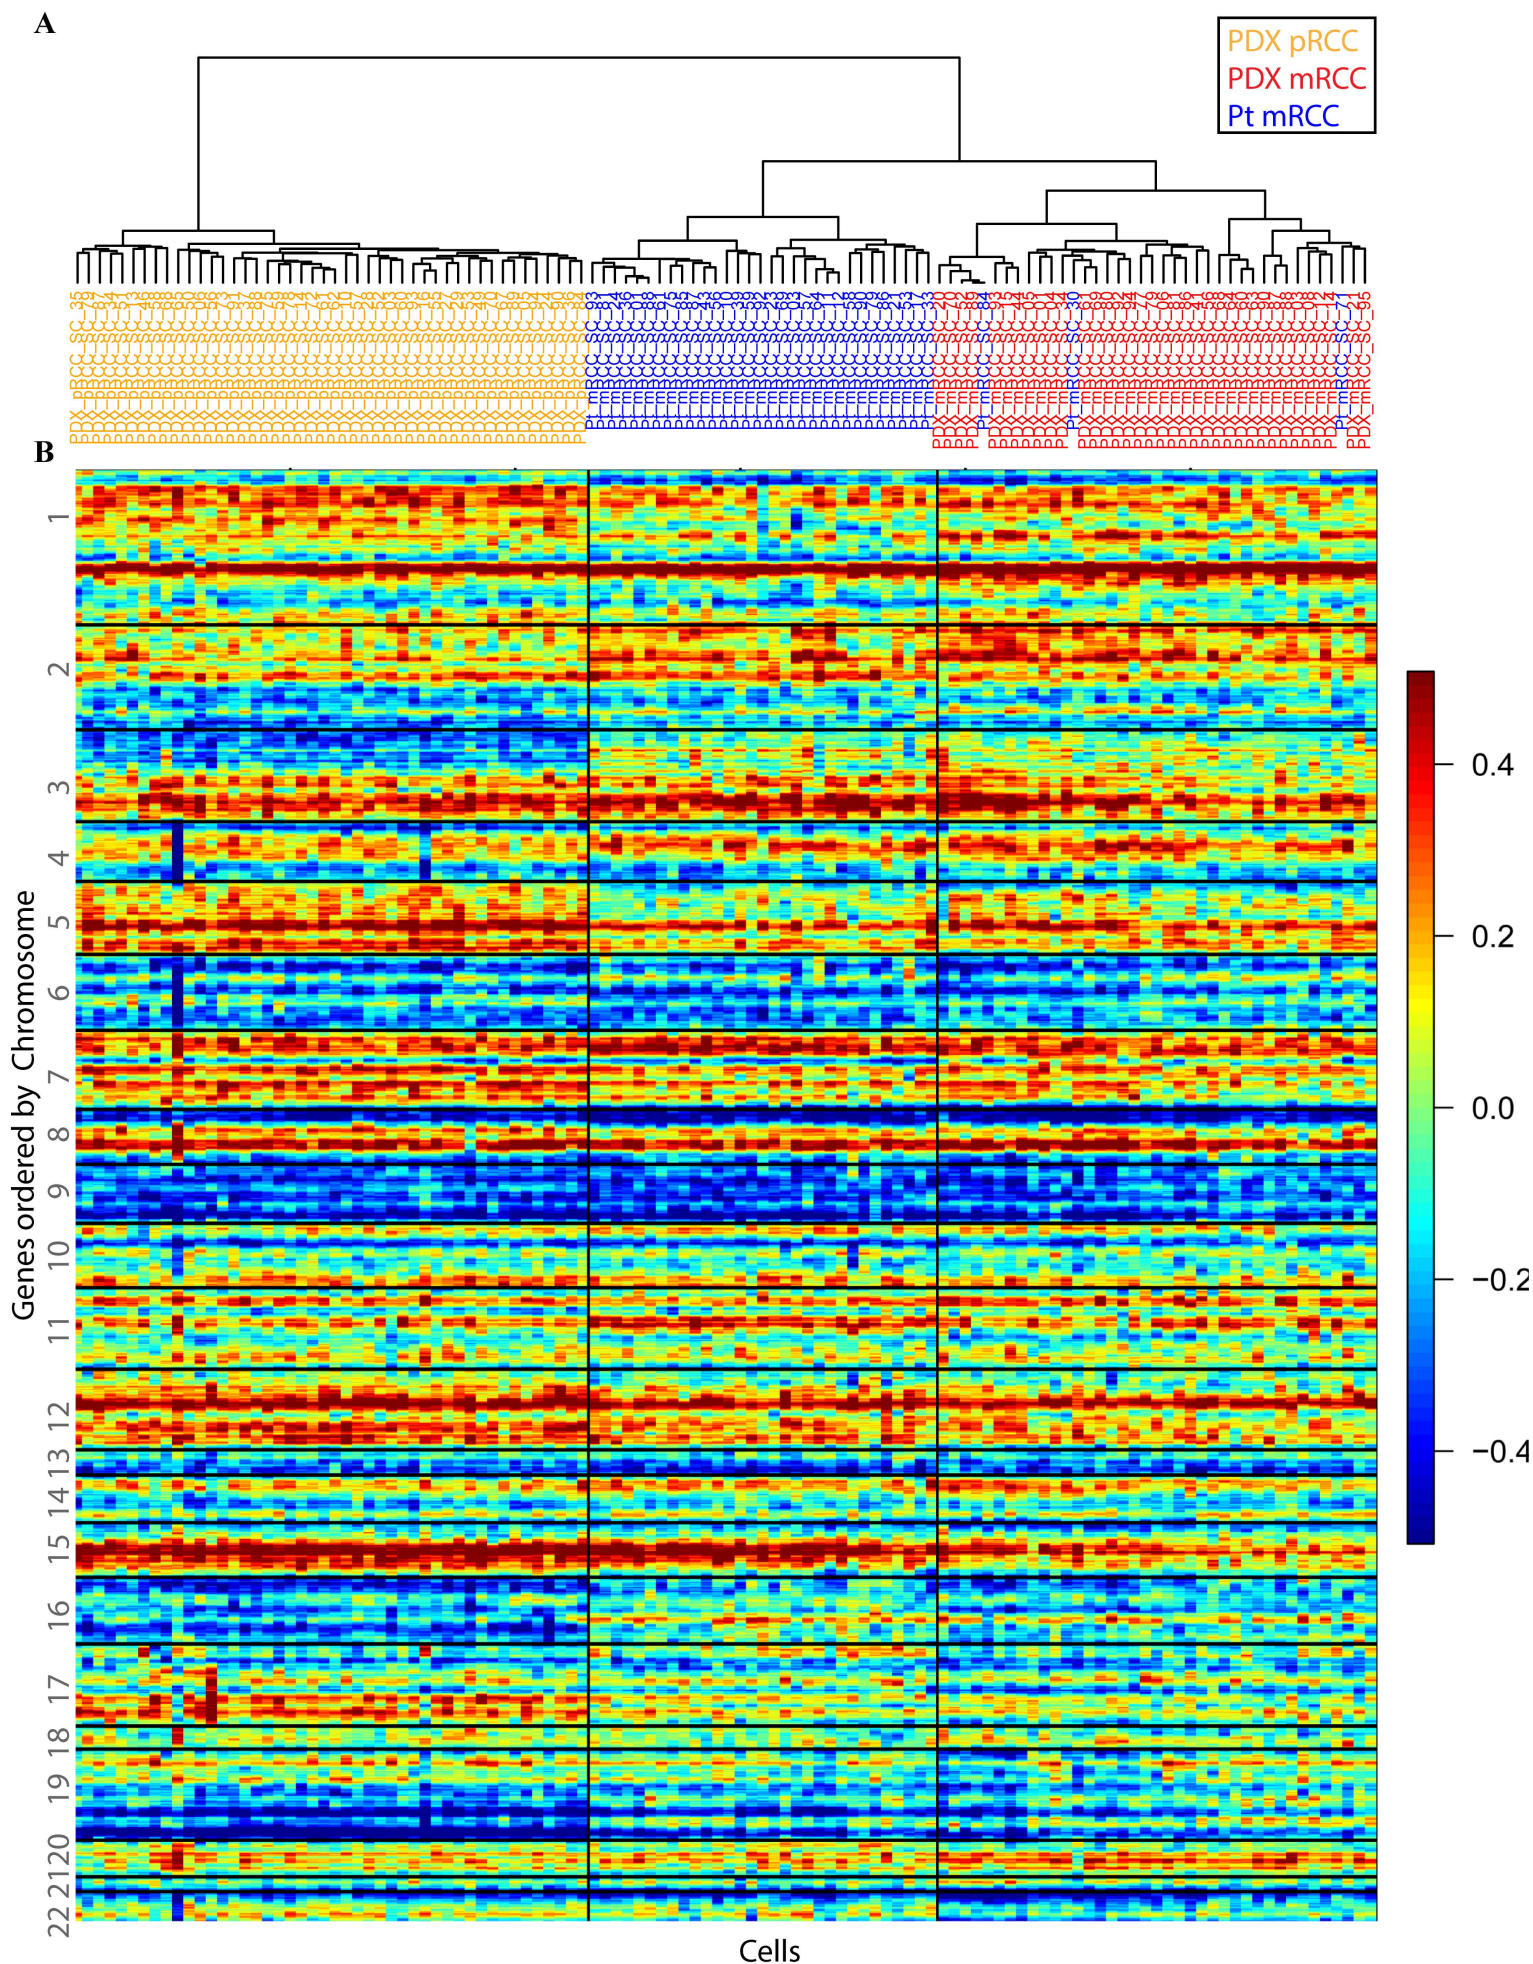

**Fig. S6. Expression of renal cell carcinoma.** **a** DENDRO clustering of RCC. **b** Smoothed expression ordered by DENDRO clustering (Additional file 2: Supplementary Material). Vertical line separate cluster identified by DENDRO. Horizontal line separate different chromosomes.

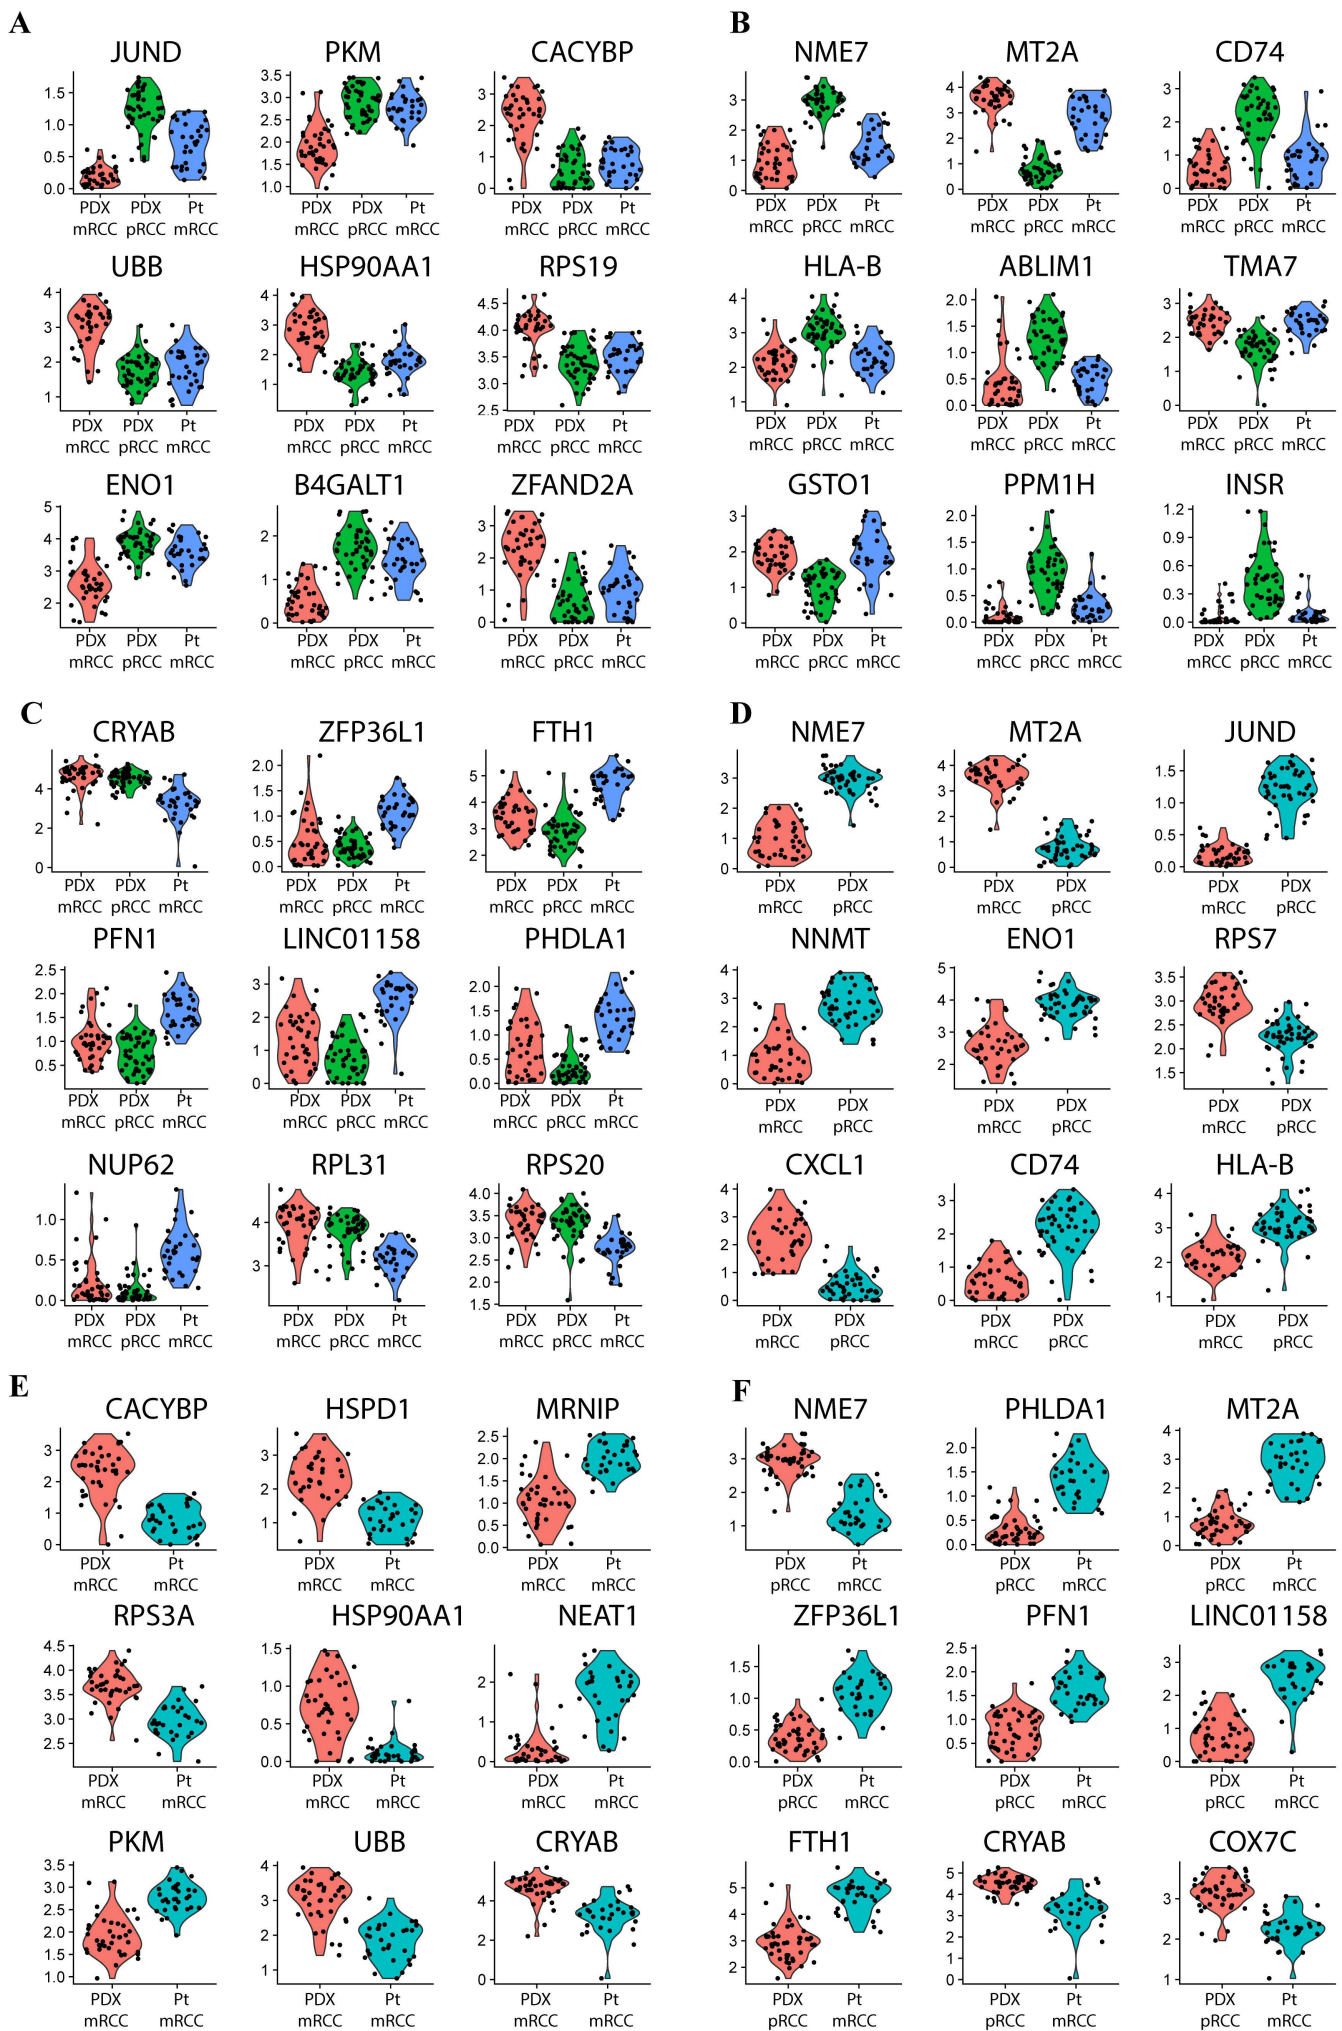

**Fig. S7. Most significant differentially expressed genes between RCC pairs. a** PDX\_mRCC vs. other. **b** PDX\_pRCC vs. other. **c** Pt\_mRCC vs. other. **d** PDX\_mRCC vs. PDX\_pRCC. **e** PDX\_mRCC vs. Pt\_mRCC. **f** Pt\_mRCC vs. PDX\_pRCC.

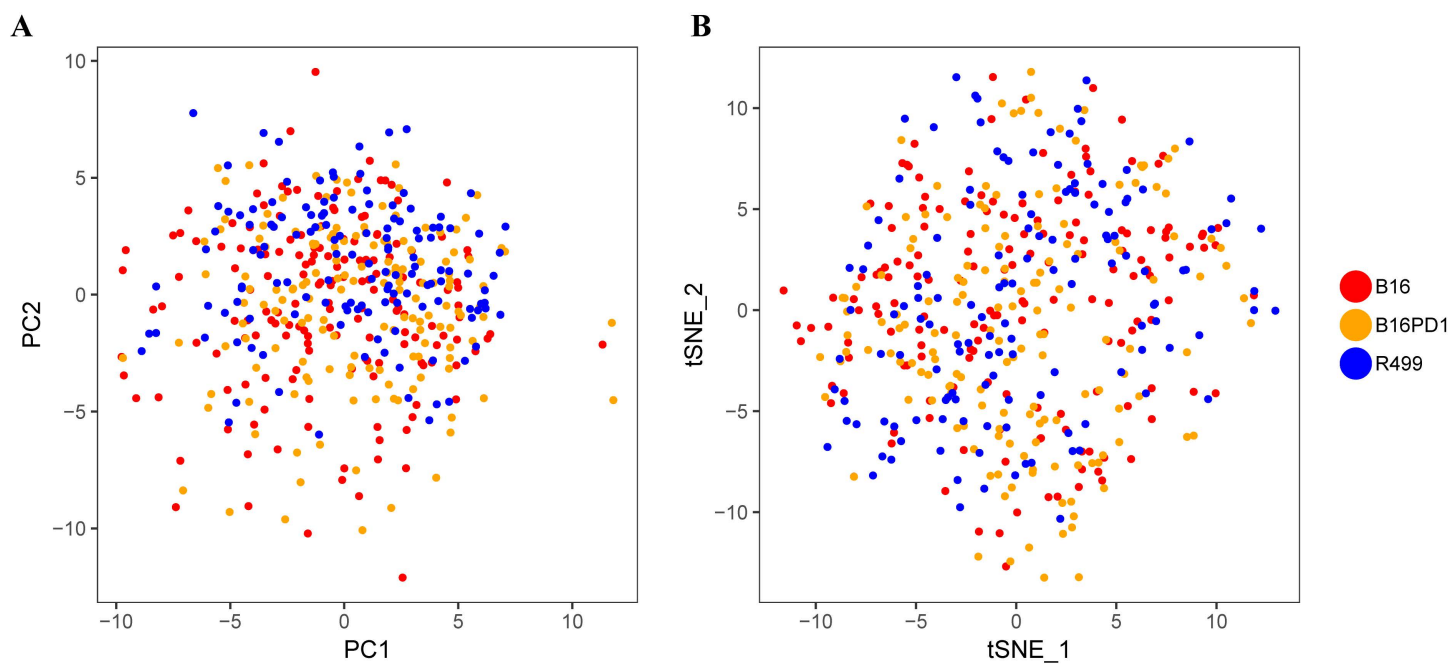

**Fig. S8. Transcriptome analysis on anti-PD1 treatment experiment.** **a** PCA plot of the cells based on expression. **b** t-SNE plot of the cells based on expression.

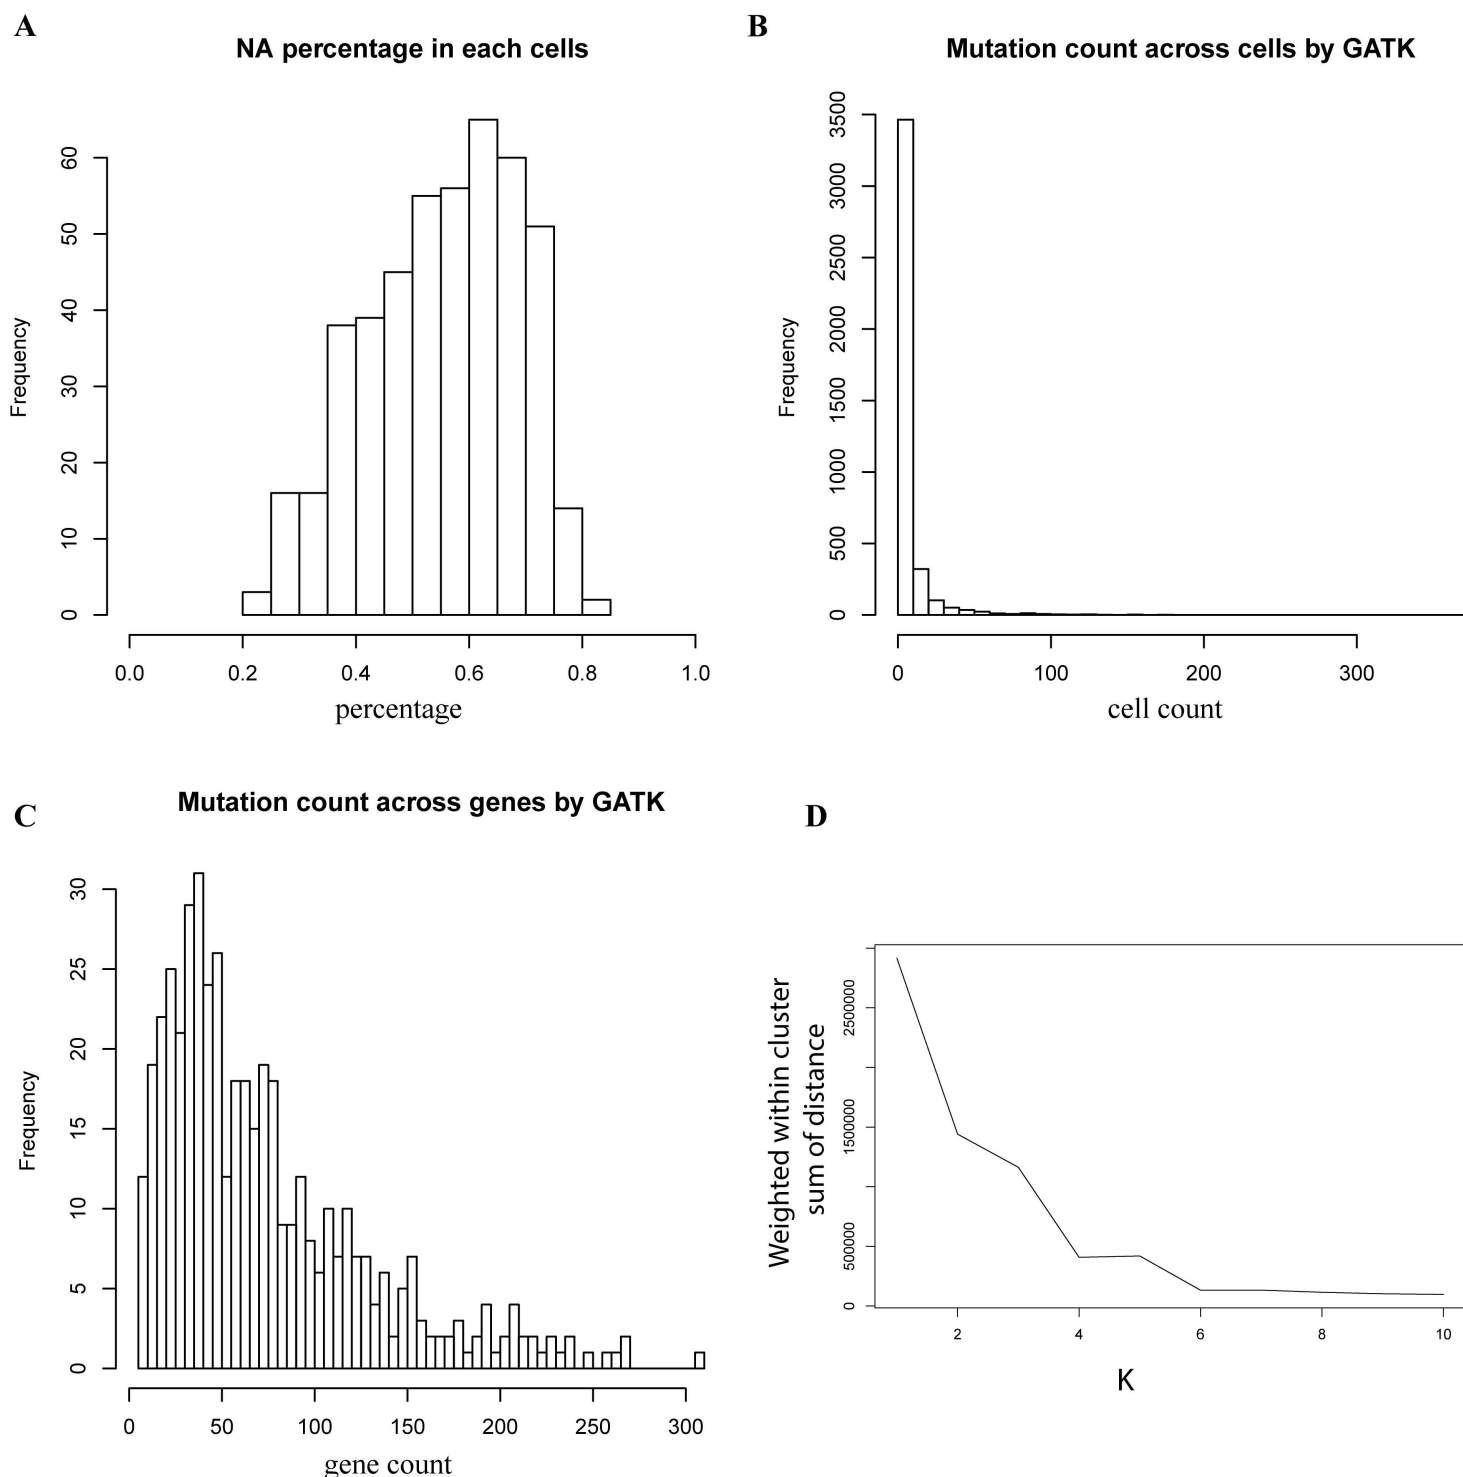

**Fig. S9. Anti-PD1 treatment experiment mutation statistics detected by GATK tool and optimal clustering option.** **a** NA percentage in each cell across genes. When there is no read counts, it shows as NA. **b** Mutation count across cells by GATK. Most of the genes have low mutation frequency. **c** Mutation count across genes by GATK tool. It shows mutation counts with a bell shape. **d** Intra-cluster divergence curve given different number of clusters (K). 4 is the elbow point.

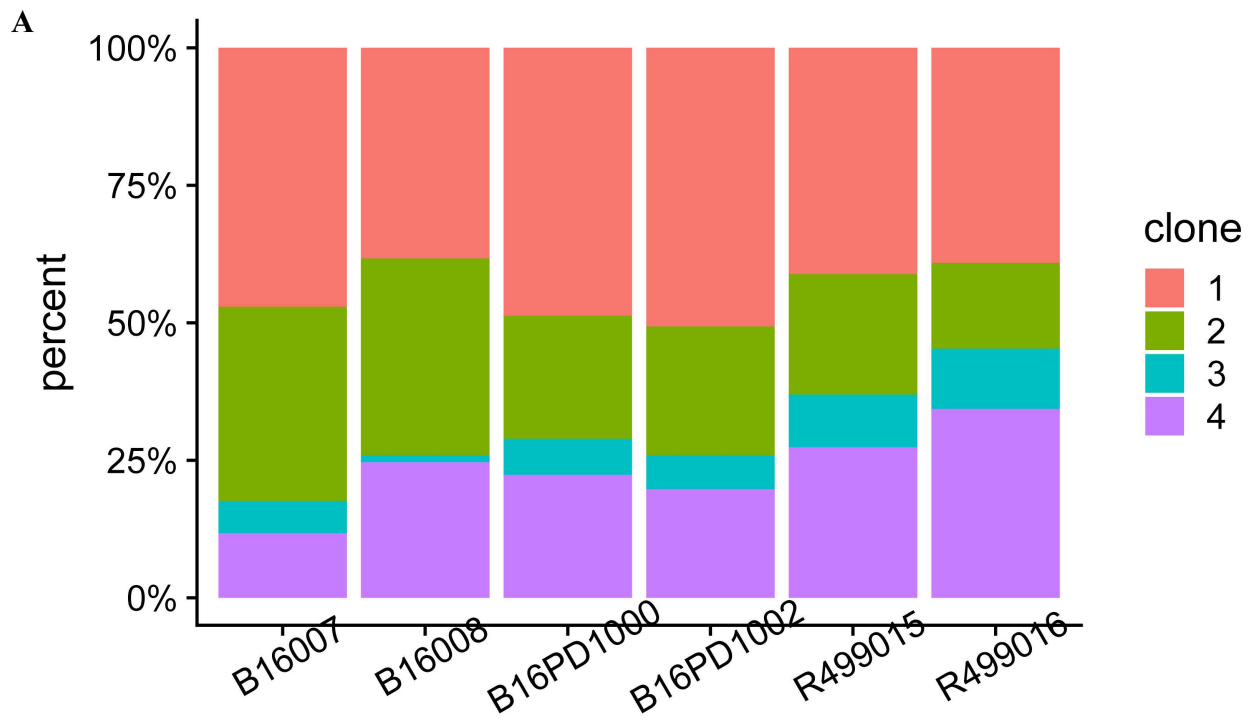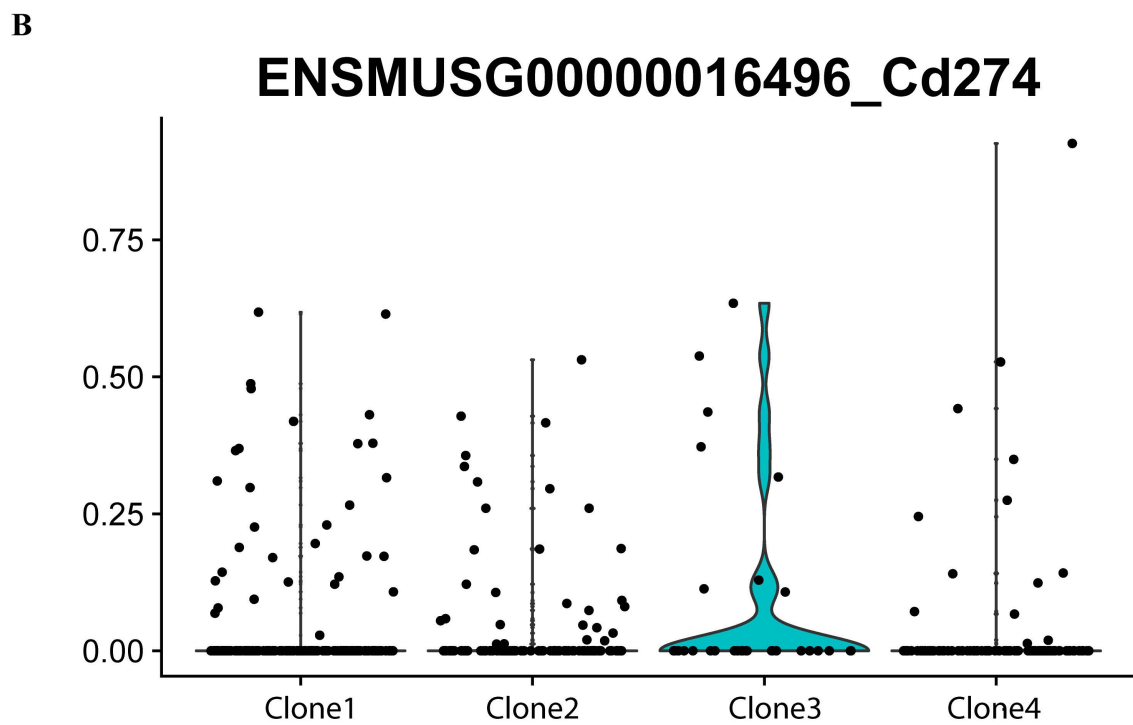

**Fig. S10. Anti-PD1 treatment experiment.** **a** Frequencies of the subclonal population in each of the 6 tumor samples. **b** Expression level of *Pd1l* (Cd274) in each clone.

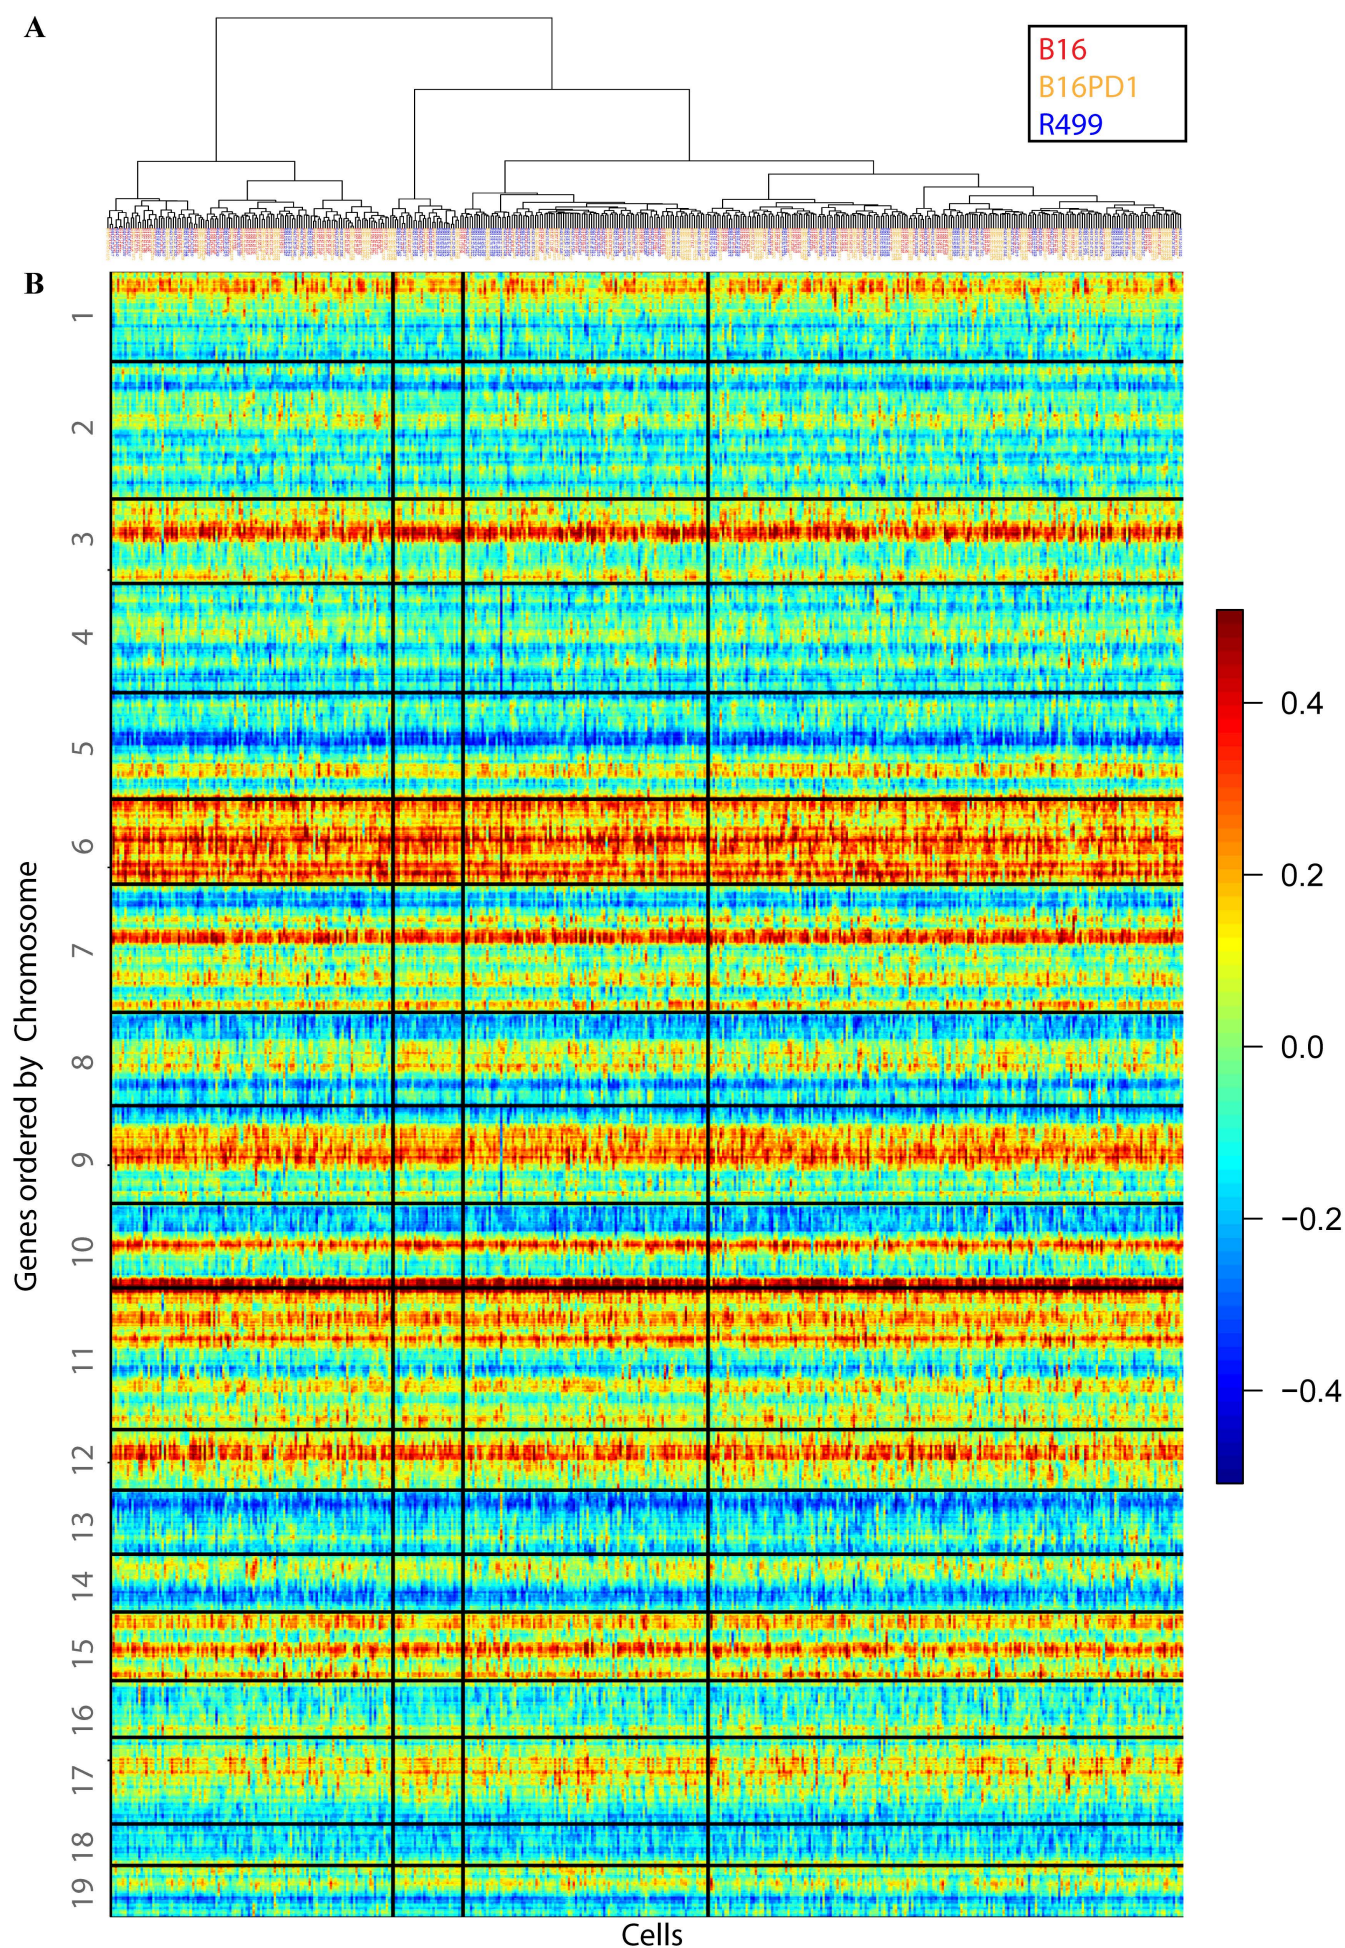

**Fig. S11. Expression of anti-PD1 treatment experiment a** DENDRO clustering. Color indicates various conditions. **b** Smoothed expression heatmap ordered by DENDRO clustering (Additional file 2: Supplementary Material). Vertical line separate cluster identified by DENDRO. Horizontal line separate different chromosomes.

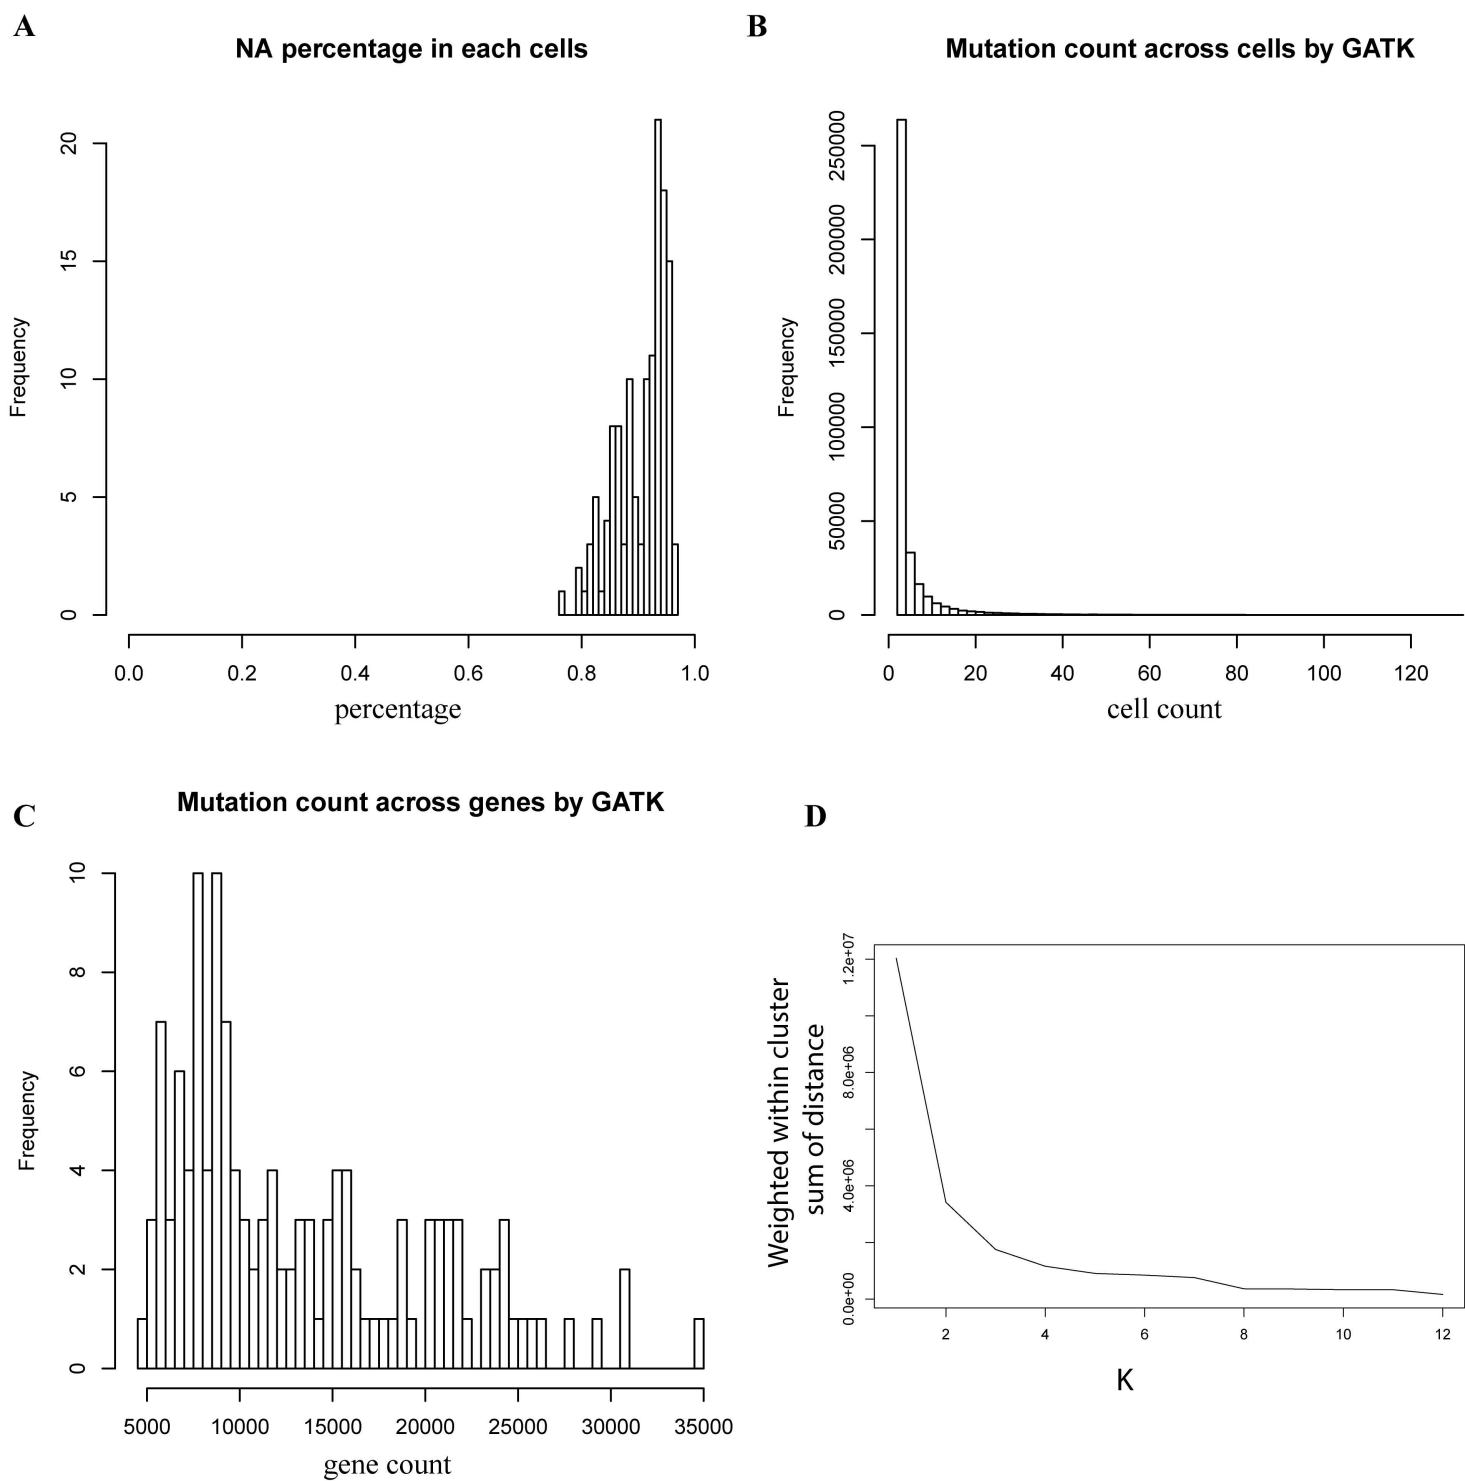

**Fig. S12. Breast cancer dataset mutation statistics detected by GATK tool and optimal clustering option.** **a** NA percentage in each cell across genes. When there is no read counts, it shows as NA. **b** Mutation count across cells by GATK. Most of the genes have low mutation frequency. **c** Mutation count across genes by GATK tool. It shows mutation counts with a bell shape. **d** Intra-cluster divergence curve given different number of clusters (K). 5 is the elbow point.

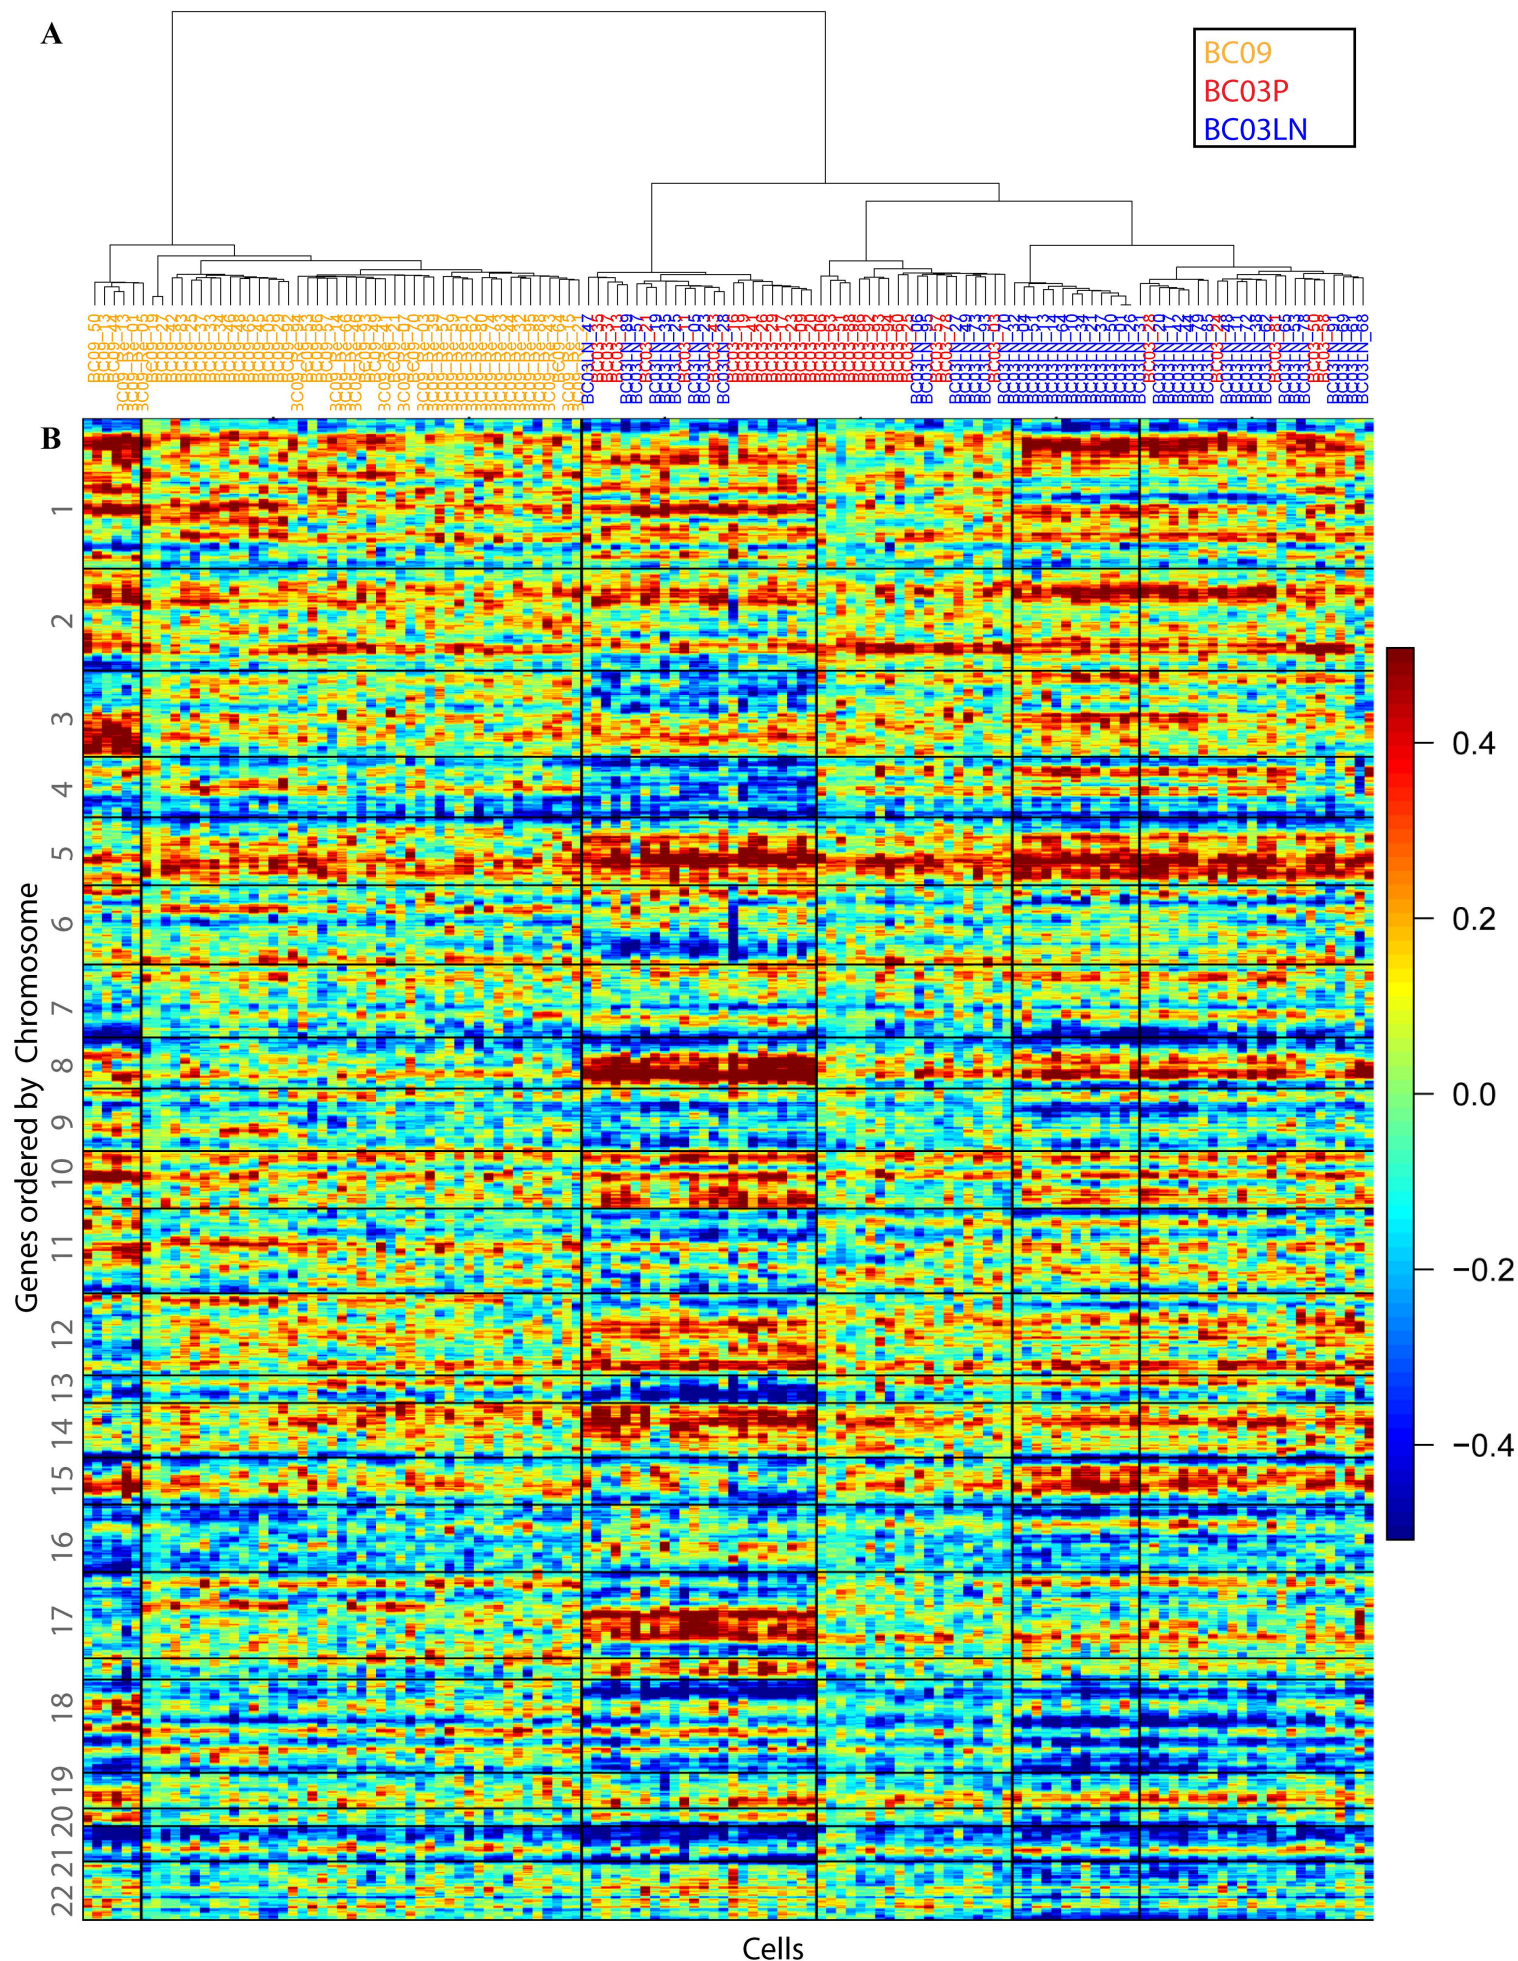

**Fig. S13. Expression of primary breast cancer. a** DENDRO clustering of breast cancer. **b** Smoothed expression ordered by DENDRO clustering (Additional file 2: Supplementary Material). Vertical line separate cluster identified by DENDRO. Horizontal line separate different chromosomes.

A

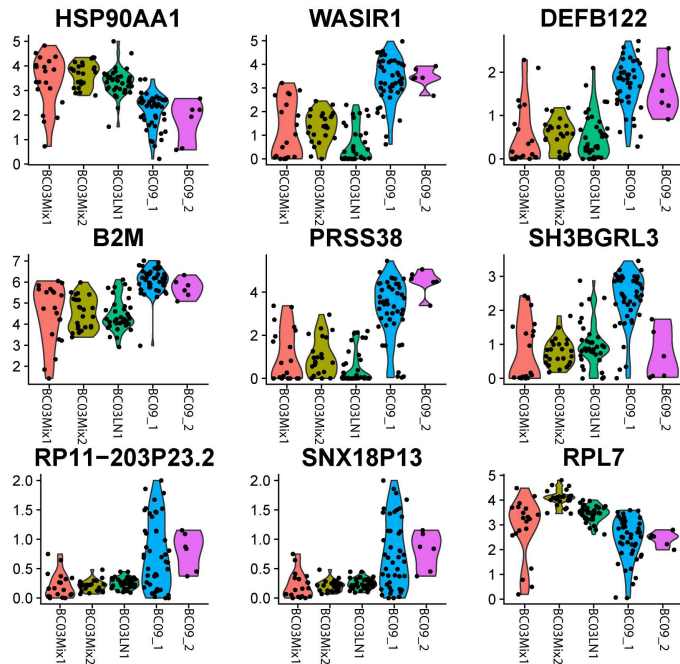

B

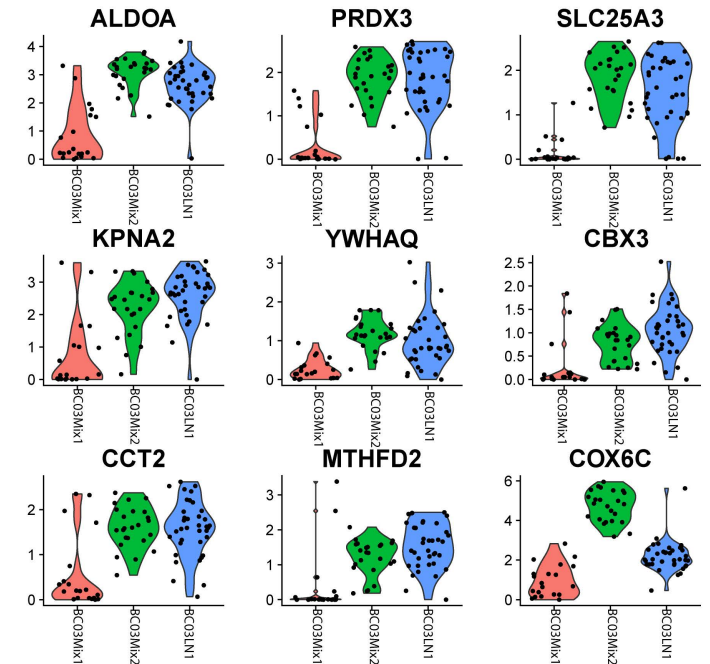

C

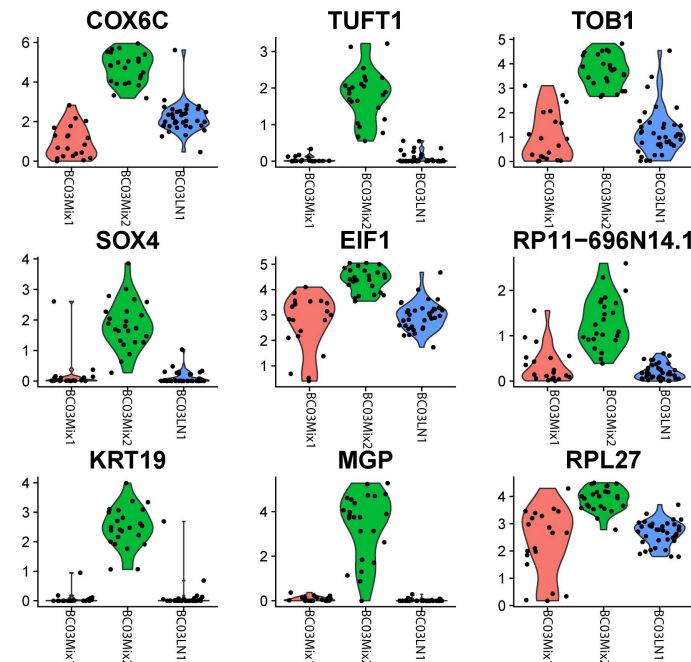

D

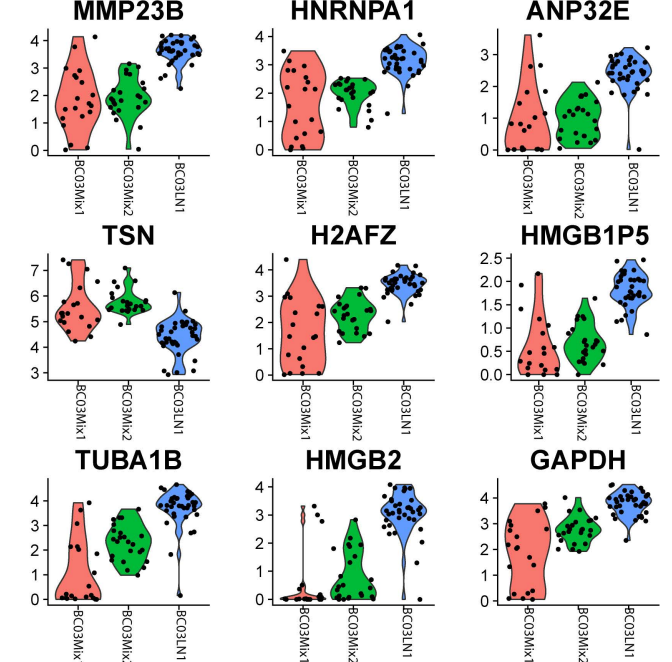

E

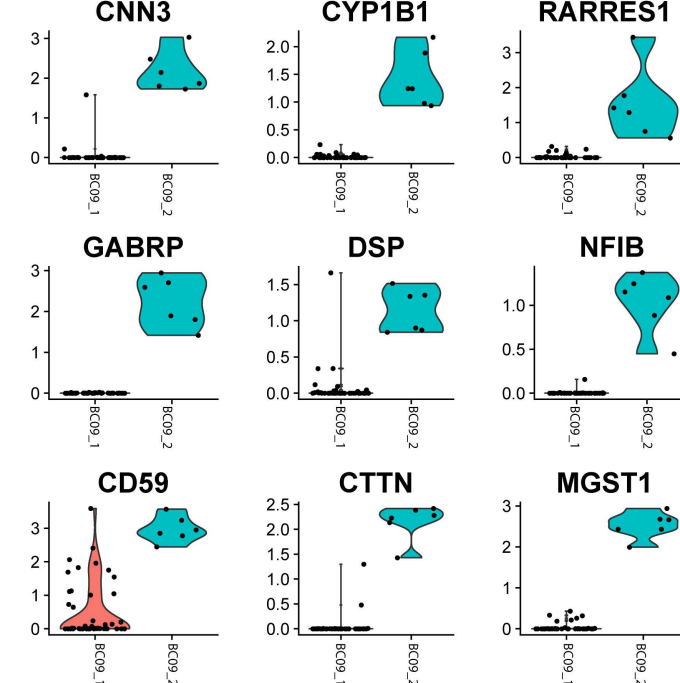

**Fig. S14. Most significant differential expressed genes between different BC pairs. a BC03 vs. BC09. b BC03Mix1 vs. BC03 other. c BC03Mix2 vs. BC03 other. d BC03LN1 vs. BC03 other. e BC09\_1 vs. BC09\_2**

# Supplementary material for: DENDRO: genetic heterogeneity profiling and subclone detection by single-cell RNA sequencing
**Source:** Genome Biol. 2020 Jan 14;21:10. doi: 10.1186/s13059-019-1922-x
**Supplement:** Supplementary file 2 — Additional file 2. Supplementary material and Table S1 and Table S2

# Supplementary Material

## *Derivation of Beta-Binomial framework*

Consider two cells:  $c$  and  $c'$ . Let  $I_c$  and  $I_{c'}$  denote the clonal group of the cells, i.e.  $I_c = I_{c'}$  indicates cell  $c$  and  $c'$  come from same subclone. Genetic divergence  $d_{cc'}$  is the negative log likelihood of the mutation allele counts of cells  $c$  and  $c'$ , given the total read counts and the event that the two cells belong to the same subclone.

$$d_{cc'} = \log P(X_c, X_{c'} | N_c, N_{c'}, I_c = I_{c'}) = \sum_{g=1}^m d_{cc'}^g$$

Given  $d_{cc'}^g = -\log P(X_{cg}, X_{c'g} | N_{cg}, N_{c'g}, I_c = I_{c'})$ ,

$$\begin{aligned} d_{cc'}^g &= \log \frac{P(X_{cg}, X_{c'g} | N_{cg}, N_{c'g})}{P(X_{cg}, X_{c'g} | N_{cg}, N_{c'g}, I_c = I_{c'})} \\ &= \log \frac{P(X_{cg}, X_{c'g} | N_{cg}, N_{c'g}, I_c = I_{c'}) + P(X_{cg}, X_{c'g} | N_{cg}, N_{c'g}, I_c \neq I_{c'})}{P(X_{cg}, X_{c'g} | N_{cg}, N_{c'g}, I_c = I_{c'})} \\ &= \log \left( \frac{P(X_{cg}, X_{c'g} | N_{cg}, N_{c'g}, I_c \neq I_{c'})}{P(X_{cg}, X_{c'g} | N_{cg}, N_{c'g}, I_c = I_{c'})} + 1 \right) \end{aligned}$$

where  $D_c = \{(N_{c1}, N_{c2}, \dots, N_{cm}), (X_{c1}, X_{c2}, \dots, X_{cm})\}$  are data for cell  $c$ .

$\frac{P(X_{cg}, X_{c'g} | N_{cg}, N_{c'g}, I_c \neq I_{c'})}{P(X_{cg}, X_{c'g} | N_{cg}, N_{c'g}, I_c = I_{c'})}$  could also be called a Bayes Factor. More intuitively, if cell  $c$  and  $c'$  are not from

the same clonal group, the numerator has larger value compared to denominator. Thus,  $d_{cc'}^g$  is large, indicating bigger divergence between the two cells.

To further expand the formula, let us focus on the denominator first:

$$\begin{aligned}
& P(X_{cg}, X_{c'g} | N_{cg}, N_{c'g}, I_c = I_{c'}) \\
&= P(X_{cg}, X_{c'g} | N_{cg}, N_{c'g}, Z_{cg} = Z_{c'g} = 0) P(Z_{cg} = Z_{c'g} = 0 | I_{cg} = I_{c'g}) \\
&\quad + P(X_{cg}, X_{c'g} | N_{cg}, N_{c'g}, Z_{cg} = Z_{c'g} = 1) P(Z_{cg} = Z_{c'g} = 1 | I_{cg} = I_{c'g}) \\
&= P(X_{cg} | N_{cg}, Z_{cg} = 0) P(X_{c'g} | N_{c'g}, Z_{c'g} = 0) (1 - P_g) \\
&\quad + P(X_{cg} | N_{cg}, Z_{cg} = 1) P(X_{c'g} | N_{c'g}, Z_{c'g} = 1) P_g
\end{aligned}$$

where  $P_g = P(Z_g = 1)$  indicates the population mutation frequency in the group of cells, estimated from GATK calling; and  $P(Z_g = 0) = 1 - P(Z_g = 1) = 1 - P_g$ .

Then the numerator:

$$\begin{aligned}
& P(X_{cg}, X_{c'g} | N_{cg}, N_{c'g}, I_c \neq I_{c'}) \\
&= P(X_{cg}, X_{c'g} | N_{cg}, N_{c'g}, Z_{cg} = 0, Z_{c'g} = 0) P(Z_{cg} = 0, Z_{c'g} = 0 | I_{cg} \neq I_{c'g}) \\
&\quad + P(X_{cg}, X_{c'g} | N_{cg}, N_{c'g}, Z_{cg} = 1, Z_{c'g} = 1) P(Z_{cg} = 1, Z_{c'g} = 1 | I_{cg} \neq I_{c'g}) \\
&\quad + P(X_{cg}, X_{c'g} | N_{cg}, N_{c'g}, Z_{cg} = 0, Z_{c'g} = 1) P(Z_{cg} = 0, Z_{c'g} = 1 | I_{cg} \neq I_{c'g}) \\
&\quad + P(X_{cg}, X_{c'g} | N_{cg}, N_{c'g}, Z_{cg} = 1, Z_{c'g} = 0) P(Z_{cg} = 1, Z_{c'g} = 0 | I_{cg} \neq I_{c'g}) \\
&= P(X_{cg} | N_{cg}, Z_{cg} = 1) P(X_{c'g} | N_{c'g}, Z_{c'g} = 0) (1 - P_g) P_g \\
&\quad + P(X_{cg} | N_{cg}, Z_{cg} = 0) P(X_{c'g} | N_{c'g}, Z_{c'g} = 0) (1 - P_g)^2 \\
&\quad + P(X_{cg} | N_{cg}, Z_{cg} = 1) P(X_{c'g} | N_{c'g}, Z_{c'g} = 1) P_g^2 \\
&\quad + P(X_{cg} | N_{cg}, Z_{cg} = 0) P(X_{c'g} | N_{c'g}, Z_{c'g} = 1) (1 - P_g) P_g
\end{aligned}$$

Thus, we have  $d_{cc'}^g$  is a function of the following five probabilities

$$d_{cc'}^g = f(P_g; P(X_{cg} | N_{cg}, Z_{cg} = 0); P(X_{cg} | N_{cg}, Z_{cg} = 1); P(X_{c'g} | N_{c'g}, Z_{c'g} = 0); P(X_{c'g} | N_{c'g}, Z_{c'g} = 1))$$

### *Quantitative function analysis on genetic divergence evaluation by simulation*

Better understanding of the genetic divergence evaluation function is essential to DENDRO. Especially, we need to make sure DENDRO is capturing DNA level information from mutation rather than RNA level information from relative expression. This function, however, is quite complicated and difficult to analyze directly. As a result, we design several simulation schemes and analyze the function performance given different variables.

Let's consider 2 cells: cell  $c$  and  $c'$ . We design true mutation profile  $Z$  (an indicator function, 1 means mutation and 0 means no mutation) and relative read count  $\theta$  (relative number by  $\frac{\theta_i}{\sum \theta_j}$ ) at each position as Fig. S2 (Additional file 1).

We further define true mutation distance  $d_z$  as

$$d_z = \frac{|Z_c - Z_{c'}|_1}{m} = p$$

where  $m$  is the total number of mutations. In another word,  $d_z = p$ , which is the true mutation rate in cell  $c$ .

We also define  $\Delta = |H - M| = |M - L|$ , representing relative expression differences. Here, H, M and L represent high expression, medium expression and low expression respectively.

Then, the relative expression distance  $d_\theta$  can be written as,

$$d_\theta = \sum_i \frac{|\theta_i - \theta_{i'}|_1}{m} = (1 - p)\Delta$$

We further have genetic divergence,  $d_L$ , calculated by negative log likelihood in DENDRO.

It is also interested in studying the relationship with  $N$ , the total number of read counts for each cell.

In our simulation, we alter  $\Delta$ ,  $p$  and  $N$ , assessing the responses in  $d_L$ ,  $d_\theta$  and  $d_z$ . Results show that (1) our genetic divergence function is orthogonal to relative expression level (Additional file 1: Fig. S2B).

With fixed mutation rate  $p$  and total read counts  $N$ , as relative expression differences  $d_\theta$  increases,  $d_L$  stay constant; (2) When we keep relative expression differences  $d_\theta$  and total read counts  $N$  as constant, as number of true mutation ( $d_z$  or  $p$ ) increases, genetic divergence  $d_L$  also increases (Additional file 1: Fig. S2C); and (3) genetic divergence  $d_L$  monotonically increases with total expression level ( $N$ ) if we fix mutation distance  $d_z$  (Additional file 1: Fig. S2D). This can be interpreted that with more reads support, DENDRO is more confident that the two cells belong to different clusters.

#### *DENDRO simulation analysis*

A systematic evaluation of DENDRO's subclone detection accuracy on Deng et al. shows: (1) As mutation burden of a clade increases, the adjusted Rand index and clade-specific capture rate decrease, but cluster purity of interested clade increases (Additional file 1: Fig. S3A), because there are few mutations remaining to distinguish the other two subclones; (2) similarly, as cell proportion of a clade increases, its adjusted Rand index and capture rate decrease, but cluster purity increases (Additional file 1: Fig. S3B); (3) more mutation site increases DENDRO performance (Additional file 1: Fig. S3); (4) lower sequencing depth decreases accuracy (Additional file 1: Fig. S3); (5) As false positive rate of mutation calls increasing, DENDRO performs worse; (6) lower sequencing error rate improves DENDRO accuracy; and (7) variation in total expression of genes does not influence DENDRO's divergence measure (Additional file 1: Fig. S3C).

### *DENDROplan evaluation metrics*

We evaluate DENDRO accuracy in DENDROplan with three different metrics: Adjusted Rand index, capture rate and purity.

1. Adjusted Rand index: Adjusted Rand index is a measure of the similarity between two data clusterings after adjusted for the chance grouping of elements. For details, see [https://en.wikipedia.org/wiki/Rand\\_index](https://en.wikipedia.org/wiki/Rand_index)
2. Capture rate: Capture rate is a measure of “false negative rate” of a specific clade. Out of all the cells from the specific clade, how many of them is detected by the algorithm.
3. Purity: Purity is a measure of “false positive rate” of a specific clade. Out of all the cells in the “specific cluster” you detected, how many are actually from the true specific clade.

### *Genome smoothing plot*

Original TPM values as defined by RSEM were added a value of 1 (to avoid zeros) and then log2-transformed. We further centered the data by subtracting average expression ( $\log_2(\text{TPM}+1)$ ) of each cell from all genes. Then, genes are sorted by their genomic locations, first by chromosome and then by gene start position. We calculated a moving average of 100 genes and plotted the smoothed expression.

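For the comparison of conditions, the average over the genes passing the filter was subtracted from each cell, and 11241 of the 11264 genes had a position on chromosomes 1 to 19 or X. Genes were divided along each chromosome into blocks that do not overlap, so that each gene entered the test once. The average that was subtracted ranged from 0.77 to 3.16 between cells on the log2 scale. The spread between cells of each chromosome's mean was also measured, as an SD within tumors over the cells, and set beside 1000 random gene lists of the same size matched on mean expression. The SD of 19 of the 20 chromosomes was above the random lists at an adjusted p under 0.05 (one-sided). The SD of chromosome 8 was 0.125 against a median of 0.0824 over its random lists. Chromosome 18 lay at percentile 81.5, with an SD of 0.128 against 0.124. The count stayed at 19 with the number of genes detected regressed out, with cells of more than 2000 genes detected, and with genes detected in at least 10% of cells. Cells are not independent replicates, so the count describes these 6 tumors.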

### *DENDRO analysis of a renal cell carcinoma and its metastasis*

GATK detected 2,867,029 mutation sites across all cells [1]. Mutations that are detected in less than 5% (too rare) or more than 95% (too common) of the cells were removed, which leaves 72,206 mutations. On average, 10801 mutations are detected in each cell and 17.35 cells possess the same mutation for

each loci (Additional file 1: Fig. S4B, C). For majority sites, only few cells have nonzero read coverage, highlighting the fact that many mutations are missed due to technical and biological dropout (Additional file 1: Fig. S4D) [2-6].

After the cells were clustered into three subclones, DENDRO reestimate the clonal mutation profiles. By maximum likelihood, we called a total of 13,454 mutations after pooling the cells within each cluster (Additional file 1: Fig. S4F and Methods). The unrooted phylogenetic tree computed with the revised mutation profiles confirms that genetic divergence between metastasis and primary is greater than divergence between PDX and primary sample.

DENDRO enables simultaneous clonal assignment and transcriptomic profiling of the same set of cells. Plot of smoothed expression ordered by DENDRO shows unique expression patterns within each subclone (Additional file 1: Fig. S6). We focused on the comparison of the two metastasized cell populations (metastasis to lung and patient derived mouse xenograph). Even though PDX\_mRCC was derived from Pt\_mRCC, the DENDRO analysis found substantial genetic divergence between the two cell populations. To investigate further, we performed a differential expression analysis between PDX\_mRCC and Pt\_mRCC with scDD and MAST, detecting 74 significant differentially expressed genes (Methods, Additional file 1: Fig. S7E, Additional file 4: Table S4A) [44-46]. Gene ontology analysis classified these 74 genes into two subgroups: immune-related genes and cancer-related genes (Additional file 2: Table S1, Additional file 4: Table S4F) [47]. Immune-related differentially expressed genes are enriched for the terms TNF- $\alpha$  signaling, complement system and allograft rejection. On the other hand, cancer related differentially expressed genes overlap with the pathways including hypoxia, KRAS signaling, mTORC1 signaling and epithelial mesenchymal transition.

Simultaneously, we compare the mutation profiles of these two subclones. 9521 locus have different mutated allele counts between these two populations and were further annotated by ANNOVAR [48].

After filtering, the preserved variants associated with 24 out of 74 differential expressed genes (Additional file 4: Table S4A). Next, we performed a similar GSEA on variants associated genes to identify mutation-related pathway [47]. Interestingly, variant annotated genes are enriched in cancer-related pathways, including mitotic spindle, mTORC1 signaling, EMT and hypoxia, overlapping substantially with the cancer-related pathways identified by differential expression analysis; in comparison, none of the differentially expressed genes from immune pathways showed up in this mutated gene analysis (Additional file 2: Table S2, Additional file 4: Table S4F). In another word, cancer-related transcriptomic divergence between PDX\_mRCC and Pt\_mRCC is driven directly by genetic alterations in the same genes, but immune-related differential expression is influenced by non-DNA factors. This makes sense, since implantation of tumor cells from human to mice alters their immune microenvironment [49-51], and thus is expected to alter immune-related signaling within the implanted tumor cells. This illustrates how DENDRO extricates DNA variation from RNAs allowing their joint analysis. Differential expression and differential mutation analysis for the other subclone pairs can be found in Table S4 (Additional file 4) and Fig. S7 (Additional file 1).

Table S1: GO analysis on Differential Expressed Genes between Pt\_mRCC and PDX\_mRCC

| Gene Set Name [# Genes (K)]                       |                        |                        |       | p-value  | FDR q-value |
|---------------------------------------------------|------------------------|------------------------|-------|----------|-------------|
| Color key:                                        | Cancer-related pathway | Immune-related pathway | Other |          |             |
| HALLMARK_TNFA_SIGNALING_VIA_NFKB [200]            |                        |                        |       | 1.86 e-8 | 9.28 e-7    |
| HALLMARK_HYPOXIA [200]*                           |                        |                        |       | 5.04 e-7 | 1.26 e-5    |
| HALLMARK_MTORC1_SIGNALING [200]*                  |                        |                        |       | 1.15 e-5 | 1.92 e-4    |
| HALLMARK_COMPLEMENT [200]                         |                        |                        |       | 2.15 e-4 | 1.79 e-3    |
| HALLMARK_GLYCOLYSIS [200]*                        |                        |                        |       | 2.15 e-4 | 1.79 e-3    |
| HALLMARK_KRAS_SIGNALING_UP [200]                  |                        |                        |       | 2.15 e-4 | 1.79 e-3    |
| HALLMARK_ALLOGRAFT_REJECTION [200]                |                        |                        |       | 3.17 e-3 | 1.58 e-2    |
| HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION [200]* |                        |                        |       | 3.17 e-3 | 1.58 e-2    |
| HALLMARK_ESTROGEN_RESPONSE_EARLY [200]            |                        |                        |       | 3.17 e-3 | 1.58 e-2    |
| HALLMARK_INFLAMMATORY_RESPONSE [200]              |                        |                        |       | 3.17 e-3 | 1.58 e-2    |

Table S2: GO analysis on Differential Mutated Genes between Pt\_mRCC and PDX\_mRCC

| Gene Set Name [# Genes (K)]                       |                        |                        |       | p-value   | FDR q-value |
|---------------------------------------------------|------------------------|------------------------|-------|-----------|-------------|
| Color key:                                        | Cancer-related pathway | Immune-related pathway | Other |           |             |
| HALLMARK_UV_RESPONSE_DN [144]                     |                        |                        |       | 1.39 e-29 | 6.93 e-28   |
| HALLMARK_MYC_TARGETS_V1 [200]                     |                        |                        |       | 2.75 e-27 | 6.87 e-26   |
| HALLMARK_MITOTIC_SPINDLE [200]                    |                        |                        |       | 7.97 e-24 | 1.33 e-22   |
| HALLMARK_MTORC1_SIGNALING [200]*                  |                        |                        |       | 9.49 e-20 | 1.19 e-18   |
| HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION [200]* |                        |                        |       | 1.91 e-17 | 1.91 e-16   |
| HALLMARK_OXIDATIVE_PHOSPHORYLATION [200]          |                        |                        |       | 1.06 e-16 | 8.81 e-16   |
| HALLMARK_HYPOXIA [200]*                           |                        |                        |       | 5.69 e-16 | 4.06 e-15   |
| HALLMARK_GLYCOLYSIS [200]*                        |                        |                        |       | 2.97 e-15 | 1.86 e-14   |
| HALLMARK_ANDROGEN_RESPONSE [101]                  |                        |                        |       | 1.07 e-14 | 5.96 e-14   |
| HALLMARK_HEME_METABOLISM [200]                    |                        |                        |       | 7.4 e-14  | 3.7 e-13    |

## Reference

1. McKenna, A., et al., *The Genome Analysis Toolkit: a MapReduce framework for analyzing next-generation DNA sequencing data*. Genome Res, 2010. **20**(9): p. 1297-303.
2. Brennecke, P., et al., *Accounting for technical noise in single-cell RNA-seq experiments*. Nat Methods, 2013. **10**(11): p. 1093-5.
3. Ding, B., et al., *Normalization and noise reduction for single cell RNA-seq experiments*. Bioinformatics, 2015. **31**(13): p. 2225-7.
4. Pierson, E. and C. Yau, *ZIFA: Dimensionality reduction for zero-inflated single-cell gene expression analysis*. Genome Biol, 2015. **16**: p. 241.
5. Vallejos, C.A., J.C. Marioni, and S. Richardson, *BASiCS: Bayesian Analysis of Single-Cell Sequencing Data*. PLoS Comput Biol, 2015. **11**(6): p. e1004333.
6. Qiu, X., et al., *Single-cell mRNA quantification and differential analysis with Census*. Nat Methods, 2017. **14**(3): p. 309-315.

How the deposited data were processed for this re-analysis (not part of the article)

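Single-cell RNA sequencing of tumors of 6 mice in 3 conditions was analysed: B16 without treatment, B16 after anti-PD1 (B16PD1), and R499 without treatment, with 2 tumors each. The authors aligned the reads with STAR in 2-pass mode, quantified TPM with RSEM, both with default parameters, and deposited the TPM of 25215 genes in 602 cells. Versions, genome build, and annotation of that step are not named in the paper's text. The values were checked: the TPM of each cell summed to between 999999.44 and 1000000.60, no 2 cells were identical, and cells below the paper's limits were present, so the file precedes the filter on cells. Each cell belongs to a tumor named in the paper's Fig. S10a, and all columns were used.

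Of the gene IDs, 25185 matched the GENCODE release used, on the assembly GRCm38, and 30 did not. The annotation was used for positions, GC content, and transcript length. It may differ from the authors' own.

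Cells were retained with more than 1000 genes at TPM above 0 and less than 10% of TPM from mitochondrial genes, and genes with TPM above 0 in more than 5 retained cells. The paper's minimum number of mapped reads was not applied, because TPM holds no read counts. Doublets were not called. This left 507 cells and 11264 genes. Depth in reads is unknown, and the median number of genes detected per retained cell was 3547.

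The value of a gene in a tumor was the mean over its retained cells of log2(TPM + 1). The contrasts (B16PD1 minus B16, R499 minus B16, and R499 minus B16PD1) were fitted to all 6 tumors with limma 3.58.1 in R 4.3.3, with eBayes and a trend, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The blocks of genes were fitted the same way. Lists of interferon-stimulated, MHC class I presentation, melanocyte lineage, S phase, and G2/M genes were tested with fry for a shift in 1 direction, with its mixed form and camera at a preset and at an estimated correlation as alternatives, adjusted over 10 tests. Lists of immune, fibroblast, endothelial, and keratinocyte markers, sex-linked genes, and checkpoint ligands were described by the share of cells with TPM above 0. Percentages of cells have 95% Wilson intervals, which cover counting error only.

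Principal components were computed with scikit-learn 1.9.0 from the 1000 most variable genes, and silhouettes and the share of the 15 nearest neighbors were tested by exact permutation over the 15 splits of the tumors into pairs. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9. For smoothed expression, the average log2(TPM + 1) of each cell was subtracted, and genes were averaged in successive blocks of at least 100 along each chromosome.

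Genes are named by a rule: the genes Cd274, H2-K1, and H2-D1, which the paper's text on this experiment concerns (Pdcd1 and Ctla4, the targets of the antibodies it names, were listed at 0 in the 507 cells and not tested); for each contrast the 5 largest absolute differences among the genes past the threshold whose groups do not overlap, or the 3 smallest p-values if none passed; the 5 largest positive and 5 largest negative loadings of PC1 and PC2; the 3 most abundant members of each list; and the 5 most abundant genes.

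Alternatives were other pseudocounts (0.1 and 10), the log2 of a tumor's mean TPM plus 1, no filter or a stricter filter on genes and on cells, subtraction of each cell's mean, the mean number of genes detected as a covariate, limma without a trend, other numbers of variable genes and components, blocks of 50 and 200 genes, and leaving out each tumor in turn. The tumors of different conditions were not paired. Subclone assignments and variant calls were not analysed here.

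The steps for genes and blocks were tested on simulated data, in which each gene or block varied independently with its real mean and spread. Shifts shared by many genes of a tumor were not simulated, so recovery in the real data may differ. Recovery by the tests of gene lists was not measured. Of 200 genes changed in simulated R499 tumors among 11264, 114 were recovered with 4 other calls, including 36% of those changed by 1 and 78% of those changed by 2 on the log2 scale. A simulated block difference of 0.2 was recovered with 0 other calls among 102 blocks.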

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

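The tests of the number of genes detected and of other cell types for Kalrn, and of a few strongly changed genes and of limma without a trend for the block on chromosome 10, were chosen only after the result was seen, and the markers Cd68 and Cd74 were left out of the list after their shares were seen.

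Kalrn, which the paper does not discuss, had TPM above 0 in 48.7% of the R499 cells, against 1.13% of the B16 cells and 1.15% of the B16PD1 cells, and so stood above its level in the untreated B16 tumors. It was detected in 28 of 81 cells of R499015 and 48 of 75 cells of R499016. It is 1 of the 7 genes that passed an adjusted p of 0.05 in R499 minus B16. The values argue in part against fewer genes detected per cell in R499 as the cause for the 7 genes. With cells weighted to the same distribution of genes detected, all 7 still parted both R499 tumors from both B16 tumors in share of cells. Of the 7, 6 were higher in R499. TPM is scaled to the same total in every cell, so that direction alone cannot exclude fewer genes detected. With the mean number of genes detected as a covariate, however, none passed, and Kalrn differed by 2.99 at an adjusted p of 0.123, the range over its alternatives being 3.3e-06 to 0.474. Without B16008 none of the 7 passed, and the adjusted p of Kalrn was 0.0872; 3 of the 7 passed without B16007 and 4 without R499015. The values also argue against cells of another type: of 36 immune, fibroblast, endothelial, and keratinocyte markers, the most frequent, Fcer1g, was found in 3.21% of R499 cells. Cd68 was found in 21.8% of R499 cells and 16.2% of the others, and Cd74 in 17.9% and 22.8%. Whether a subset of R499 cells expresses the 6 higher genes together cannot be told apart from separate expression at this depth: the mean correlation of their detection lay at percentile 47.2 of matched random lists. That reading was changed after the value was seen, which was first read as arguing against joint expression. Of the 15 choices of 2 tumors against the other 4, only the R499 pair, 1 of 15, gave as many genes (22). That count alone cannot exclude chance, since the design allows no smaller share. The limma test, which pools the spread within conditions, argues against chance for Kalrn at an adjusted p of 0.00544, but not in the alternatives in which it did not pass. The choice of B16007 with B16PD1002, tumors of different conditions, gave 15 genes and each other choice 0, with 336 to 604 genes at an unadjusted p under 0.05 in limma. A difference between the R499 and B16 lines is a possible explanation that stays open and was not tested apart from these tumors.

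The block of chromosome 10 from 111473223 to 130364111, which the paper does not discuss, was higher in R499 than in B16 by 0.22 on the log2 scale. The values argue against a few strongly changed genes as the cause: 36.0% of its 111 genes (40 genes) were higher in both R499 tumors than in each of the other 4 tumors, against 14.2% of all genes, 25.2% in the block with the second-highest share, and 6.67% by chance. Without centering the share was 18.9% against 4.47% of all genes. The difference lay at percentile 100 of 1000 random lists matched on mean expression, the highest of which reached 0.11, so expression level and depth do not account for the excess over matched genes. Centering raised the difference of R499 minus B16 in every block, as the mean over all genes was lower in R499 by 0.10, and without it the block differed by 0.12. It stayed at 0.22 after GC content and transcript length were regressed out. Over its alternatives the adjusted p ranged from 2.2e-05 to 0.169, and it was under 0.05 in all 8 except 2: without centering (adjusted p 0.169) and without R499016 (0.21, adjusted p 0.0562). Of the 15 choices of 2 tumors, only the R499 pair, 1 of 15, had so high a share in any block, and the other choices reached at most 18.3%. That count alone cannot exclude chance, since the design allows no smaller share. The limma test, which pools the spread within conditions, argues against chance at an adjusted p of 1.2e-04 over 102 blocks, but not in the 2 alternatives above. A difference in copy number between the lines is a candidate explanation that was not tested.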

How the results depend on the processing

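Limma without a trend for the blocks of genes and the mixed form of fry were chosen only after the data were seen, as was the spread against which moves of the k-means silhouette and of the correlation were judged; the other alternatives in this part were set before the data were examined. Of 346 alternatives to 24 results, 261 kept the direction and the side of the threshold or stayed within the spread, 28 weakened, 22 strengthened, 24 reversed, and 11 moved. Some of those that kept could not have changed. The trend does not enter fry or camera, and subtracting each cell's mean cannot move the correlation of the contrasts. Leaving out a tumor of the third condition cannot move a list's difference. The number kept therefore overstates stability. Of 352 alternatives to 22 results of named genes, 237 kept both, 104 fell short of the threshold, 2 newly passed it, and 9 reversed. No paired analysis was possible because nothing says which tumor of a condition is its replicate 1 or 2, so the planned replicate block was not run. With 1 tumor left out, the lone tumor of its condition is assumed to vary like the others. Where no cause is given, the cause was not tested.

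For R499 minus B16, 7 genes passed with limma (6 up). The count was 0 with log2 of the tumor's mean TPM plus 1, with no filter on genes, with the number of genes detected as a covariate, and with limma without trend, where 882, 1295, 778, and 1304 genes had an unadjusted p under 0.05. It was 11 with a pseudocount of 0.1, 3 (3 up) with a pseudocount of 10, 20 (11 up) with genes in at least 10% of cells, 19 with each cell's mean subtracted, 22 (15 up) with no filter on cells, and 20 with more than 2000 genes detected. Leaving out 1 tumor gave 0 (without B16008) to 10, and 4 without R499015. For R499 minus B16PD1 (8 genes, 6 up) the same settings gave 0, 0, 0, and 0 (738, 1229, 604, and 1246 at an unadjusted p under 0.05), and then 13 (8 up), 3 (3 up), 15 (9 up), 16, 16 (9 up), and 14. Leaving out 1 tumor gave 3 (without B16PD1000 or R499015) to 8. For B16PD1 minus B16 the count was 0 in all alternatives except 2 without B16007. The median difference over all genes in R499 minus B16 was -0.073, and it was -0.13 at a pseudocount of 0.1 and -0.0074 with the covariate.

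With the covariate, the interferon-stimulated genes in B16PD1 minus B16 reversed to -0.24, and in R499 minus B16 MHC class I reversed to 0.69, the melanocyte lineage to 0.071, and G2/M to -0.17. With log2 of the tumor's mean TPM plus 1, S phase in B16PD1 minus B16 reversed to -0.028, G2/M in R499 minus B16 to -0.028, and Cd274 in B16PD1 minus B16 to 0.0079. With more than 2000 genes detected, the melanocyte lineage in R499 minus B16 reversed to 0.032. Camera measures a list against the other genes, which moved MHC class I and the melanocyte lineage in R499 minus B16 to 0.010 and 0.021. At its preset correlation it called, in B16PD1 minus B16, MHC class I (-0.30), melanocyte lineage (-0.26), S phase (0.15), and G2/M (0.26), and in R499 minus B16 the interferon-stimulated genes (0.18), S phase (-0.19), and G2/M (0.14); none held with directional fry or an estimated correlation. The mixed form of fry, for changes in either direction, called S phase in R499 minus B16 (-0.30, adjusted p 0.0214) and the melanocyte lineage in B16PD1 minus B16 (-0.23, adjusted p 0.0219).

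Leaving out 1 tumor moved, in B16PD1 minus B16, the interferon-stimulated genes from -0.39 (without B16008) to 0.47 (without B16007), MHC class I from -0.94 to 0.40 (same tumors), and Cd274 from -0.43 to 0.29 (same tumors). The interferon-stimulated genes also reversed without B16PD1002. In R499 minus B16 the same tumors moved the interferon-stimulated genes from -0.35 to 0.50, MHC class I from -0.76 to 0.57, and the melanocyte lineage from -0.21 to 0.047. G2/M lay between -0.17 (without B16007) and 0.25 (without B16008). H2-K1 lay between -2.42 and 0.71 in B16PD1 minus B16 and between -2.12 and 1.01 in R499 minus B16, and H2-D1 between -1.75 and 1.88 and between -0.74 and 2.89. H2-D1 in B16PD1 minus B16 also reversed to -0.11 with log2 of the tumor's mean TPM plus 1, -0.12 with a pseudocount of 10, and -1.28 with the covariate, with which H2-K1 in R499 minus B16 reversed to 1.52. The difference of Cd274 in R499 minus B16 was positive in all 16 alternatives, from 0.092 to 0.82.

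The best k-means silhouette was 0.210 with 500 variable genes, 0.275 with 2000, 0.345 with 5 components, 0.165 with 20, 0.216 with more than 2000 genes detected, 0.812 with genes detected regressed out, 0.252 with genes centered only, and 0.237 to 0.249 with 1 tumor left out. Blocks past the threshold in B16PD1 minus B16 were 0 with 50 genes, 2 with 200 genes, 0 without centering, 0 without a trend, and 0 to 1 with 1 tumor left out. In R499 minus B16 they were 11 with 50 genes, 9 with 200 genes, 0 without centering, 2 without a trend, and 0 (without R499016) to 3 (without B16007) with 1 tumor left out, each of the others giving 1. The correlation of the contrasts was 0.0078 with a different B16 tumor as the control of each, and 0.317 to 0.630 with 1 tumor left out.

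Depth may limit what can be said of genes found in few cells. The reads per cell are unknown from TPM, and a retained cell had a median of 3547 genes detected. In simulated data without shifts shared between genes, 36% of the genes changed by 1 on the log2 scale were recovered. How recovery depends on depth, or on the share of cells with a gene, was not tested.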

Differences from the paper's values

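No test in this part was chosen after its result was seen. None of the paper's stated values compared here differed by more than 1.5 times. The paper retained 460 cells, against 507 here; a mitochondrial limit of 5% gave 421 and a minimum of 2000 genes detected gave 448. The paper retained 11531 genes, against 11264 here; requiring more than 10 cells gave 10634 and TPM above 1 gave 11223. The paper counts 600 sequenced cells, against 602 deposited. None of these settings gave the paper's value.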

Other observations

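The tests of neighboring genes for the parts of chromosomes, of Cd274 by tumor, of the 15 immune markers in B16007 and B16008, of the mitochondrial share by choice of tumors, and of PC1 and PC2 were chosen only after the result was seen; so were the division of chromosomes into 3 parts and the limit of 3 immune markers.

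The genes of each chromosome were divided in genome order into 3 parts of nearly equal size, and the number of genes detected was regressed out. The means of the first and of the last part of the same chromosome varied together between cells, with a mean correlation of 0.107 over 20 chromosomes, 17 of them above 0, against -0.0233 for parts of different chromosomes. A permutation test over the pairing of first with last parts gave a one-sided p of 1e-05, the smallest that 100000 permutations can give. The tumor means ranged from 0.0459 to 0.175 and were above 0 in 6 of 6 tumors. These values argue against co-expression of close neighbors as the whole cause, since the middle part lies between the genes compared. The correlation was 0.0962 after GC content and transcript length were regressed out and 0.109 after the means of the S phase and G2/M lists were regressed out, so these do not account for it either. No biological explanation was tested, since the conditions give none, and cells are not independent replicates.

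The interferon-stimulated genes were lowest in B16008, at 0.78, against 1.64 in B16007, 1.09 and 1.40 in the B16PD1 tumors, and 1.43 and 1.13 in the R499 tumors. All 39 genes were higher in B16007 than in B16008. Against lower depth in B16008 as the cause, the difference of 0.85 lay at percentile 100 of 10000 random lists matched on mean expression. Against RNA of immune cells as the whole cause, the difference was 0.79 without the cells that held a transcript of Ptprc, Tyrobp, Laptm5, C1qa, C1qb, Lyz2, Fcer1g, or Csf1r, which left 84 cells of B16007 and 78 of B16008. Without the cells that held any of 15 immune markers, Cd74 and Cd68 included, it was 0.64 over 41 and 64 cells, where 95% of the random lists, measured in the same cells, lay between -0.078 and 0.18. A part of the difference from such RNA stays open. The design gives no condition that parts the 2 B16 tumors, so no biological explanation was tested.

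In cells with Cd274, the interferon-stimulated genes were higher by 0.30 ± 0.705 (SD, n = 6 tumors) than in cells without it, and they were higher in 3 of 6 tumors, with 1.63 in B16PD1002 (exact sign-flip test, two-sided, p = 0.4375, adjusted 0.547). The mean lay at percentile 100 of random lists matched on expression, a test that treats the cells as one sample and was run first. An interferon response in the cells with Cd274 and its absence cannot be told apart, because the tumors went both ways. The S phase genes were lower in the cells with Cd274 in 6 of 6 tumors, by a mean of -0.36 (exact test, two-sided, p = 0.0313, adjusted 0.156 over 5 lists). The smallest p that 6 tumors allow cannot pass this adjustment for a list on its own, so the adjusted value decides nothing. The mean lay at percentile 0 of its matched random lists, 95% of which lay between -0.098 and 0.094.

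The share of cells with 10% or more mitochondrial expression was 17.8% and 21.0% in the R499 tumors, 4.95% and 10.0% in the B16 tumors, and 10.0% and 11.0% in the B16PD1 tumors. Against cells with few genes detected as the cause, the difference was 12.7 percentage points among cells with more than 2000 genes detected. Chance could not be excluded by the choices of 2 tumors, since the R499 pair was the 1 of 15 with so large a difference (exact permutation test, one-sided, p = 0.0667, the smallest the design allows). A difference between the lines stays open, as untested, as does a difference in the handling of the tumors.

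The differences of B16PD1 minus B16 and of R499 minus B16 correlated across genes at a Pearson r of 0.430, and genes are not independent replicates. Both contrasts share the B16 tumors, and 62.4% of 1000 simulations of unchanged groups with shared controls reached that r or more. These simulations lay mostly between -0.793 and 0.983, so almost any r would have passed, and the share decides nothing. With genes simulated independently of each other, r lay mostly between 0.473 and 0.526, and the observed r was below that range. The sharing of the controls stays a candidate explanation, and how much of the correlation it accounts for was not decided. With a different B16 tumor as the control of each contrast, r was 0.0322 or -0.0165, depending on the assignment. Simulations with different controls lay mostly between -0.930 and 0.829, so these values do not decide it either.

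PC1 followed the number of genes detected, with an r of 0.966 over cells. On PC2, 83.7% of the sum of squares came from the 3 cells with at least 3 of 10 immune markers, 2 in B16007 and 1 in B16PD1002, which is in line with a few cells that hold immune transcripts. Almost all of it came from 1 cell of B16007 (55.7%) and the cell of B16PD1002 (27.9%), and the other cell of B16007 held 0.138%. No biological explanation was tested for either component.

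Among the 507 cells, the most abundant immune markers were Cd74 in 21.3% of cells, Lyz2 in 2.76%, and Cd68 in 17.9%. The most abundant fibroblast markers were Tagln in 0.789%, Dcn in 1.18%, and Acta2 in 1.58%, and the endothelial ones Plvap in 2.96%, Pecam1 in 0.394%, and Emcn in 0.197%. The 5 keratinocyte markers were detected in 0 of 507 cells. Among checkpoint ligands, Lgals9 was detected in 78.5% of cells, Pvr in 58.8%, and Cd47 in 51.5%. Of the sex-linked genes, Xist was detected in 1 of 507 cells, and Ddx3y, Eif2s3y, Kdm5d, and Uty in 0, which allows a share of up to 0.592% of cells with TPM above 0 for each gene and sets no limit on expression below detection.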
